# The MuSK-BMP pathway maintains myofiber size in slow muscle through regulation of Akt-mTOR signaling

**DOI:** 10.1186/s13395-023-00329-9

**Published:** 2024-01-03

**Authors:** Diego Jaime, Lauren A. Fish, Laura A. Madigan, Chengjie Xi, Giorgia Piccoli, Madison D. Ewing, Bert Blaauw, Justin R. Fallon

**Keywords:** MuSK, Atrophy, Cachexia, mTOR, BMP, IGF1, Slow muscle, Muscle fiber types

## Abstract

Myofiber size regulation is critical in health, disease, and aging. MuSK (muscle-specific kinase) is a BMP (bone morphogenetic protein) co-receptor that promotes and shapes BMP signaling. MuSK is expressed at all neuromuscular junctions and is also present extrasynaptically in the mouse soleus, whose predominantly oxidative fiber composition is akin to that of human muscle. To investigate the role of the MuSK-BMP pathway in vivo, we generated mice lacking the BMP-binding MuSK Ig3 domain. These ∆Ig3-MuSK mice are viable and fertile with innervation levels comparable to wild type. In 3-month-old mice, myofibers are smaller in the slow soleus, but not in the fast tibialis anterior (TA). Transcriptomic analysis revealed soleus-selective decreases in RNA metabolism and protein synthesis pathways as well as dysregulation of IGF1-Akt-mTOR pathway components. Biochemical analysis showed that Akt-mTOR signaling is reduced in soleus but not TA. We propose that the MuSK-BMP pathway acts extrasynaptically to maintain myofiber size in slow muscle by promoting protein synthetic pathways including IGF1-Akt-mTOR signaling. These results reveal a novel mechanism for regulating myofiber size in slow muscle and introduce the MuSK-BMP pathway as a target for promoting muscle growth and combatting atrophy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-023-00329-9.

## Background

Maintaining myofiber size is essential for proper muscle function. Muscle atrophy characterizes aging, disuse, cancer cachexia, and disease [1–3]. Notably, individual muscles and myofiber types are differentially affected in many of these settings [4]. For example, in humans, the soleus muscle is largely spared from sarcopenia, while other lower limb muscles are reduced in size [5]. Moreover, fast myofibers are selectively vulnerable to atrophy in aged humans [6, 7]. In Duchenne muscular dystrophy, limb-girdle muscles are affected in the first years of life, while upper limb muscles are spared until several years later [8]. In contrast, muscle weakness preferentially affects muscles in the anterior compartments of the face and leg in FSHD [4]. However, the molecular basis for such muscle-selective vulnerability to atrophy is largely unknown.

Members of the TGF-β (transforming growth factor-beta) superfamily, including myostatin and BMPs, are potent regulators of muscle size. Myostatin is a negative regulator of muscle mass and its genetic deletion or pharmacological inhibition results in muscle hypertrophy [9]. In contrast, BMP signaling promotes muscle growth. Overexpression of BMP7 or a constitutively active BMP receptor BMPR1a (ALK3) in skeletal muscle results in increased muscle mass, fiber size, and elevated canonical BMP and Akt/mTOR signaling [10]. Inhibiting BMP signaling by overexpressing the BMP sequestering protein noggin abolishes the hypertrophic phenotype observed in myostatin-deficient mice [11]. Either increasing BMP or reducing myostatin signaling can restore myofiber size in cancer cachexia models [2, 12]. These studies suggest that the BMP and myostatin/activin pathways antagonize each other, and tipping the balance can result in either hypertrophy or atrophy. They also implicate BMP signaling as an attractive target for combatting atrophy. However, targeting BMPs therapeutically is challenging since unlike myostatin, BMPs are expressed ubiquitously and serve a wide range of functions throughout the body [13, 14].

We recently discovered that MuSK (muscle-specific kinase) is a BMP co-receptor that promotes and shapes the BMP-induced transcriptional output in myogenic cells [15]. MuSK binds BMPs 2, 4, and 7 with low nanomolar affinity as well as the type I BMP receptors BMPR1a and 1b. Importantly, the MuSK Ig3 domain is necessary for high-affinity BMP binding. Studies in cell culture show that MuSK enhances BMP4-induced pSmad1/5/8 signaling, and that the expression of a large subset of BMP4-responsive transcripts is MuSK dependent. Notably, this regulation requires the activity of type I BMP receptors, but not that of the MuSK tyrosine kinase. We term this signaling mechanism the MuSK-BMP pathway. The function of MuSK as a BMP co-receptor is structurally and functionally distinct from its role in agrin-LRP4 signaling, which is essential for synapse formation, is mediated by the MuSK Ig1 domain, and absolutely requires MuSK tyrosine kinase activity [16, 17].

The function of the MuSK-BMP pathway in regulating myofiber size in vivo is unknown. However, several observations suggest that this pathway may be particularly important in slow (e.g., soleus) as compared to fast (e.g., EDL and TA) muscles. For example, while MuSK is localized at all NMJs, it is also present extrasynaptically in soleus, but not TA [18]. Further, single nuclei sequencing has shown that MuSK transcripts are expressed at elevated levels in soleus as compared to TA myonuclei, which is consistent with the 3– to 5-fold higher levels of MuSK transcripts in soleus as compared to fast muscle [15, 18].

Here, we investigated the role of the MuSK-BMP pathway in fast and slow muscle in 3-month-old mice. To selectively manipulate the MuSK-BMP pathway, we took advantage of previous work showing that the MuSK Ig3 domain is necessary for high-affinity BMP binding [15] but dispensable for agrin-LRP4 binding and AChR clustering [19–21]. We generated mice where the MuSK Ig3 domain was deleted (“∆Ig3-MuSK”). These mice are fertile and viable with normal innervation levels. Cultured ∆Ig3-MuSK myoblasts show reduced BMP signaling as judged by BMP-induced pSmad1/5 and gene expression. In vivo, ΔIg3-MuSK soleus muscle fibers were reduced in size, while TA fibers were unaffected. RNA-seq revealed largely nonoverlapping changes in transcriptomic profiles and biological GO pathways as well as dysregulation of IGF1-Akt-mTOR components in ∆Ig3-MuSK soleus compared to TA. Notably, in soleus, multiple GO pathways involving RNA metabolism were selectively downregulated. Biochemical analysis revealed soleus-selective reduction of p4EBP1 and P-S6, key mediators of the mTOR pathway. The soleus also showed extracellular matrix (ECM) remodeling including increased deposition of type I collagen. We propose that the MuSK-BMP pathway promotes protein synthesis and maintains myofiber size in slow muscle via the Akt-mTOR pathway.

## Results

### Generation of ∆Ig3-MuSK mice

The MuSK Ig3 domain is necessary for high-affinity BMP4 binding but is dispensable for agrin-LRP4 binding and AChR clustering [15, 16, 20]. To selectively perturb the MuSK-BMP pathway, we generated a mouse model lacking the MuSK Ig3 domain (∆Ig3-MuSK). We used CRISPR-Cas9 to delete an ~ 11-kb genomic region containing exons 6 and 7, which encode the MuSK Ig3 domain, to create the MuSK^∆Ig3^ allele (Fig. 1A, B). PCR amplification of the intronic regions of exon 5–6 and 5–8 borders yielded amplicons of the predicted size for the WT MuSK and MuSK^∆Ig3^ alleles, respectively (Fig. 1C). MuSK^∆Ig3/∆Ig3^ mice are viable and fertile with normal weights (Fig. 1D), grip strength (Fig. 1E), and innervation levels in both the fast sternomastoid (Fig. 1F) and the slow soleus (Fig. 1G). In this study, we will term the MuSK^∆Ig3/∆Ig3^ animals “∆Ig3-MuSK.”

**Fig. 1:**
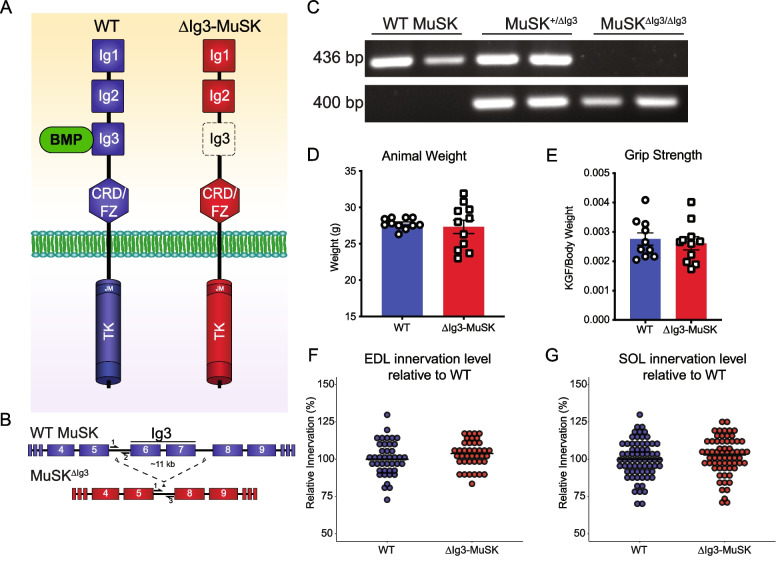
Generation of the ∆Ig3-MuSK mouse. **A** Schematic representation of full length and ∆Ig3-MuSK isoforms. The extracellular full-length isoform contains three immunoglobulin (Ig)-like domains (Ig1, Ig2, and Ig3) as well as a CRD/Fz and an intracellular tyrosine kinase domain. ∆Ig3-MuSK lacks the BMP-binding Ig3 domain. **B** CRISPR-Cas9 was used to delete exon 6 and 7, which encode the Ig3 domain, along with the intervening intronic sequence to generate the ∆Ig3-MuSK allele. **C** PCR amplification of WT and ∆Ig3-MuSK alleles in WT and ∆Ig3-MuSK heterozygous and homozygous mice using allele-specific primers (depicted in **B**). The animal weights (**D**) and grip strength (**E**) of 3-month-old WT and ∆Ig3-MuSK were comparable. Innervation of Ig3-MuSK NMJs, as assessed by overlap of pre- and postsynaptic structures normalized to WT overlap, was equivalent to that in WT in both the fast EDL (**F**) and slow soleus (**G**) (EDL: *n* = 3 animals per genotype, SOL: *n* = 6 animals per genotype, *t*-test n.s. in both muscles)

### BMP4 signaling is perturbed in ∆Ig3-MuSK cells

We first generated stable ΔIg3-MuSK myogenic cell lines to probe MuSK expression and BMP signaling in cells lacking the MuSK Ig3 domain (see “Methods”). These cells also differentiate efficiently into multinucleated myotubes (Supplementary Fig. S1). Immunostaining of unpermeabilized myoblasts with a monoclonal antibody directed against the MuSK Ig2 domain showed that MuSK is expressed at the cell surface and at a comparable level and distribution in both WT and ∆Ig3-MuSK myoblasts (Fig. 2A). MuSK transcript expression is also comparable in WT and ∆Ig3-MuSK cells (Fig. 2B). To probe the role of the MuSK Ig3 domain in the BMP4 response, we serum-starved WT and ∆Ig3-MuSK myoblasts and examined the nuclear localization of pSmad1/5 in the absence or presence of added BMP4. As expected, nuclear pSmad1/5 levels were low at baseline in both genotypes. However, following BMP4 stimulation, the level of nuclear pSmad1/5 was higher in WT compared to ΔIg3-MuSK cells (Fig. 2C). We then performed Western blots to quantify the pSmad1/5 response to BMP4 treatment (Fig. 2D). The ∆Ig3-MuSK cells showed a reduction in BMP4-stimulated pSmad1/5 levels compared to WT (Fig. 2D, E; see also Supplementary Fig. S2). We next assessed the role of the MuSK Ig3 domain in modulating the expression of MuSK-regulated BMP4-induced transcripts Car3 and Wnt11 [15]. Figure 2F shows that levels of BMP4-induced Car3 transcripts are reduced in ∆Ig3-MuSK myoblasts compared to WT. We also confirmed that BMP signaling is perturbed in primary ∆Ig3-MuSK myotubes. We previously showed that cultured MuSK^−/−^ myotubes show reduced BMP-induced Wnt11 expression compared to WT [15]. As shown in Fig. 2G, BMP4-induced Wnt11 transcript levels were reduced in ∆Ig3-MuSK myotubes compared to WT. Finally, to establish that agrin signaling is preserved in ΔIg3-MuSK cells, we assessed agrin-induced AChR clustering in WT and ∆Ig3-MuSK primary myotubes. Agrin-induced AChR clustering was comparable in both genotypes (Supplementary Fig. S3). This normal agrin response in cultured cells is in agreement with the comparable innervation levels observed in WT and ΔIg3-MuSK muscle (Fig. 1G, H). Taken together, these data show that in cultured cells, the MuSK Ig3 domain regulates BMP4 pSmad1/5 and transcriptional responses, and that agrin- and MuSK-BMP-dependent signaling can be clearly distinguished.

**Fig. 2:**
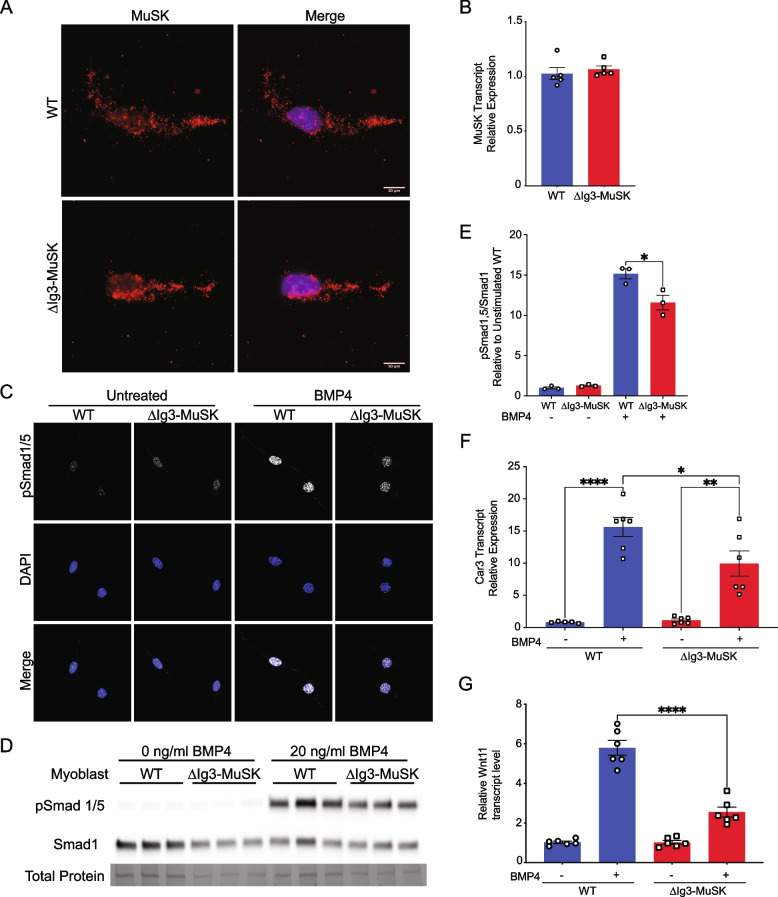
BMP signaling is selectively perturbed in ∆Ig3-MuSK myogenic cells. **A** and **B** MuSK expression: **A** Unpermeabilized WT and ∆Ig3-MuSK myoblasts cells were fixed, and cell surface MuSK was visualized by immunostaining with an antibody directed against the MuSK Ig2 domain (red). Note that comparable levels and distribution of immunostaining were observed in both genotypes. **B** WT and ∆Ig3-MuSK myoblast cell lines express comparable levels of MuSK transcript as assessed by qRT-PCR. Data are means ± SEM from five biological replicates and two independent experiments. **C**–**G** BMP signaling: **C** WT and ∆Ig3-MuSK myoblasts were treated with 20 ng/ml BMP4 for 15 min and immunostained for pSmad1/5. Note the increased intensity of pSmad staining in nuclei of BMP4-treated WT compared to ∆Ig3-MuSK cells. Data are from three independent experiments with three biological replicates per group. **D** pSmad1/5 and total Smad1 in BMP4-treated cells (as in **C**) were assessed by Western blotting. **E** The level of BMP4-induced pSmad1/5, normalized to total protein, was reduced ∆Ig3-MuSK as compared to WT cells. Data are means ± SEM of three biological replicates and independent Western blots (****p < 0.0001, two-way ANOVA with Bonferroni’s multiple comparisons). See also Supplementary Fig. S2 for protein staining of these blots. **F** Cells were treated with 25 ng/ml BMP4 for 2 h, and Car3 transcript levels were assessed. Data are mean ± SEM of 5–6 biological replicates per condition and replicated twice (****p < 0.0001, ***p < 0.001, *p < 0.05, two-way ANOVA with Bonferroni’s multiple comparisons). **G** Cultured primary myotubes from WT and ∆Ig3-MuSK mice were treated with 25 ng/ml BMP4 for 2 h, and levels of Wnt11 mRNA were measured by qPCR. Note that ∆Ig3-MuSK myotubes show reduced Wnt11 expression in response to BMP4 stimulation. Data are means ± SEM from 6 biological replicates from two experiments (****p < 0.0001, two-way ANOVA with Bonferroni’s multiple comparisons)

### Unique transcriptional profiles in ΔIg3-MuSK fast and slow muscles

The results from cultured ∆Ig3-MuSK cells indicated that the MuSK Ig3 domain regulates BMP4 signaling and transcriptional response. We next explored the role of the MuSK-BMP pathway in vivo. The soleus muscle expresses several fold higher levels of MuSK transcript compared to the TA [15, 18], suggesting that MuSK may play a particularly important role in this muscle. We compared the transcriptional profiles in 3-month-old WT and ∆Ig3-MuSK TA and soleus using RNA-seq. We isolated RNA from 36 muscles (*n* = 9 TA and soleus muscles per genotype) and sequenced at a depth of ~ 50 million reads/sample. 

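The TA (tibialis anterior) and soleus are hindlimb muscles that are rich in fast and slow fibers, respectively. RNA-seq libraries were made without strand information from 9 WT TA, 9 ∆Ig3-MuSK TA, 9 WT soleus and 9 ∆Ig3-MuSK soleus muscles of 3-month-old mice. The authors trimmed the reads, aligned them to the mm10 genome and counted the reads on each gene with htseq-count. The deposited count tables hold these whole-number counts, without normalization, for Ensembl gene IDs in each of the 36 libraries. The reads counted on genes summed to between 49287472 and 75091437 per library in WT TA (median 66259327) and between 56584208 and 78660422 in ∆Ig3-MuSK TA (median 65772531). In the soleus, the totals lay between 43492062 and 50051435 in WT (median 45371395) and between 46397769 and 60426556 in ∆Ig3-MuSK (median 51110940). The totals did not differ between genotypes in the TA (exact permutation test, 2-sided, p = 0.585) but were higher in the ∆Ig3-MuSK soleus (exact permutation test, 2-sided, p = 0.00893). Counts were scaled for library size and composition with edgeR's TMM factors, which ranged from 0.849 to 1.12, and genes with too few counts in the 18 libraries of a muscle were left out with edgeR's filterByExpr. That left 20075 genes in the TA and 19439 in the soleus. The genotypes were compared within each muscle with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and genes with an adjusted p-value under 0.05 and at least a 1.2-fold change were called, the limits stated in the paper's methods. Every library had at most 0.448 CPM (counts scaled to a common library size) of Xist and at least 95.8 CPM summed over genes of the Y chromosome. No library was a copy of another of its muscle, since the counts of each of the 153 pairs of libraries in a muscle differed by more than sampling noise (the smallest chi-square per degree of freedom of a pair was 11.7).
Musk (ENSMUSG00000057280) lies on chromosome 4 of GRCm38 from 58285960 to 58374303, on the plus strand. The ∆Ig3-MuSK allele lacks exons 6 and 7 of its 14-exon transcript, which span 58333565 to 58333689 and 58344152 to 58344318 and hold 292 of its 3348 bp. The deposited counts sum reads over all exons of a gene, so they do not show the deleted exons themselves. In the TA, Musk was at 4.09 ± 0.922 CPM (SD, n = 9) in WT and 2.97 ± 0.369 CPM (SD, n = 9) in ∆Ig3-MuSK, ranging from 2.74 to 5.38 and from 2.51 to 3.83 CPM, with all 9 ∆Ig3-MuSK libraries below the WT mean. The log2 fold change in the TA was −0.46 (standard error 0.12, adjusted p = 0.135). In the soleus, Musk was at 15.8 ± 1.85 CPM (SD, n = 9) in WT and 11.7 ± 3.49 CPM (SD, n = 9) in ∆Ig3-MuSK, ranging from 12.9 to 19.2 and from 8.42 to 18.4 CPM, with 7 ∆Ig3-MuSK libraries below the lowest WT library. The log2 fold change in the soleus was −0.44 (standard error 0.13, adjusted p = 0.0978). Over 11 alternative fits, the adjusted p of Musk ranged from 0.0242 to 0.161 in the TA and from 0.0371 to 0.257 in the soleus, and was under 0.05 in 4 of the 11 in each muscle. With reads spread evenly over the transcript, losing only those of exons 6 and 7 would give a log2 fold change of −0.13.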

The results revealed striking differences in the transcriptional profiles between these muscles. 

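The 1000 genes whose log2 CPM varied most among the 18 libraries of a muscle were taken for each muscle. In the TA, genotype accounted for 15.1% of the summed variance of these genes, compared with a median of 5.19% over the 24310 ways of splitting the 18 libraries into groups of 9 (exact permutation test, p = 0.00263). In the soleus it accounted for 10.7%, compared with a median of 5.55% over the splits (exact permutation test, p = 0.0213).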

Figures 3A and B show heatmaps of the transcriptomic profile differences in the 1000 most variable genes in ∆Ig3-MuSK compared to WT in TA and soleus, respectively. Principal component analysis of gene expression profiles showed that both the ∆Ig3-MuSK TA and soleus muscles clustered separately from WT (Fig. 3C, D). 

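Over all genes that passed the filter, log2 CPM values were computed with a prior count of 2. In the TA, PC1 held 34.2% of the variance and PC2 held 8.43%. The mean PC1 scores of WT and ∆Ig3-MuSK TA differed by more than expected from the spread among libraries (exact permutation test over 48620 assignments, 2-sided, p = 0.00979), and the PC2 scores did not (exact permutation test, p = 0.675). In the soleus, PC1 held 22.5% and PC2 11.5%. The genotypes differed on PC1 (exact permutation test, p = 0.0215) but not on PC2 (exact permutation test, p = 0.252). Genotype accounted for 13.2% of the variance of all genes in the TA (exact permutation test, p = 0.00724) and 11.3% in the soleus (exact permutation test, p = 0.00736). DESeq2's variance-stabilizing transformation moved these shares most, to 15.2% in the TA (exact permutation test, p = 0.0112) and 13.8% in the soleus (exact permutation test, p = 0.00646).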

Analysis of differentially expressed genes (DEGs) revealed significant changes in both muscles (Tables S1, S2). 

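The genes with the smallest adjusted p-values in each muscle were Dbp, Sphk2 and Gstt2 in the TA and, among downregulated genes, Rgs2, Auts2 and Tspan18 in the soleus. Dbp (chromosome 7, 45705088 to 45710203, GRCm38) rose from 53.7 ± 9.76 to 100.0 ± 16.4 CPM (SD, n = 9) in the TA, a log2 fold change of 0.90 (standard error 0.11, adjusted p = 0.0012). In the soleus Dbp rose from 41.8 ± 14.9 to 98 ± 26.3 CPM (SD, n = 9), a log2 fold change of 1.23 (standard error 0.19, adjusted p = 0.0135). Sphk2 (chromosome 7, 45709467 to 45718002) had log2 fold changes of 0.50 in the TA (adjusted p = 0.00878) and 0.66 in the soleus (adjusted p = 0.0135). Its exons overlap those of Dbp by 539 bp on the opposite strand, and the libraries carry no strand information. Gstt2 had a log2 fold change of 0.66 in the TA (standard error 0.10, adjusted p = 0.0109) and 0.44 in the soleus (standard error 0.12, adjusted p = 0.0605). In the soleus, Rgs2 (chromosome 1, 143999338 to 144004161) fell from 10.8 ± 1.80 to 6.80 ± 0.651 CPM (SD, n = 9), a log2 fold change of −0.67 (standard error 0.09, adjusted p = 0.00459). Auts2 and Tspan18 had log2 fold changes of −0.51 and −0.55 in the soleus (adjusted p = 0.0135 for each) and of −0.21 and −0.05 in the TA (adjusted p = 0.412 and 0.803). Nr1d2, like Dbp a gene of the circadian clock, had the smallest adjusted p among upregulated soleus genes (0.0134), with a log2 fold change of 0.47. All 173 genes of Table S1 with an ID in the count table moved in the direction listed there and had an unadjusted p-value under 0.05, with a median adjusted p of 0.141. The same held for all 483 genes of Table S2 that had a value in the soleus test, with a median adjusted p of 0.0644. The lists of Tables S1 and S2 were drawn from these same libraries. Their agreement in direction and unadjusted p-value is therefore not an independent test.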

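With edgeR's quasi-likelihood test, 3 genes were upregulated and 0 downregulated in the ∆Ig3-MuSK TA at an adjusted p-value under 0.05 and at least a 1.2-fold change. At an unadjusted p-value under 0.05, 2440 genes were higher and 2402 lower in the TA, together 24.1% of the 20075 tested. In the ∆Ig3-MuSK soleus, 71 genes were upregulated and 114 downregulated, and 1648 were higher and 1957 lower at an unadjusted p-value under 0.05, together 18.6% of the 19439 tested. The test moved these counts more than the normalization or the filter did within a muscle. DESeq2's Wald test on genes with at least 0.5 CPM in at least 1 library called 172 upregulated and 66 downregulated genes in the TA, and 158 upregulated and 328 downregulated genes in the soleus. Immediate early genes, which respond within minutes to handling, were lower in the ∆Ig3-MuSK soleus, and 169 of the 184 other called soleus genes followed their score within genotype in the direction of their genotype effect (permutation p = 0.0059). Of the 71 upregulated genes, 65 followed a score of brain marker genes in the same way (permutation p = 0.021). The brain test was chosen after its result was seen, and the sign of the immediate early test was corrected after its first result. For a score of circadian clock genes, 130 of 174 other called soleus genes did so (permutation p = 0.118).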

Genes with adjusted *p*-values < 0.05 showed 122 upregulated and 51 downregulated genes in the TA compared to WT (Fig. 3E), while the soleus exhibited 158 upregulated and 328 downregulated genes (Fig. 3F). The total number of DEGs was 2.8-fold greater in the soleus compared to the TA (Fig. 3G, H). 

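Called genes numbered 185 in the soleus and 3 in the TA, a ratio of 61.7. The ratio was 2.04 with DESeq2's test on genes with at least 0.5 CPM in at least 1 library, and 4.35 with limma-voom and sample quality weights. Where all 36 libraries entered a single fit and shared an estimate of the spread, the order of the muscles was reversed, with 692 genes called in the TA and 312 in the soleus, a ratio of 0.451. The median absolute log2 fold change over all genes tested was 0.13 in the TA and 0.09 in the soleus.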

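Of the genes called in each muscle, 2 were upregulated in both TA and soleus, Dbp and Sphk2, and 0 were downregulated in both. At an unadjusted p-value under 0.05, 812 of the 18931 genes tested in both muscles changed in both, and 444 of them (54.7%) changed in the same direction. Across these 18931 genes, which are not independent replicates, the log2 fold changes of the muscles had a Pearson r of 0.0798 and a Spearman rho of −0.05. Of the 185 genes called in the soleus, 175 were tested in the TA. In the TA, 123 of these moved in the same direction as in the soleus, 50 of them with an unadjusted p-value under 0.05, and the Pearson r of their log2 fold changes across genes was 0.556. TA and soleus libraries share 8 label numbers in each genotype and may come from the same animals. Differences among animals could therefore add to this agreement, and its size without a genotype effect was not computed.

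**Figure D1:**
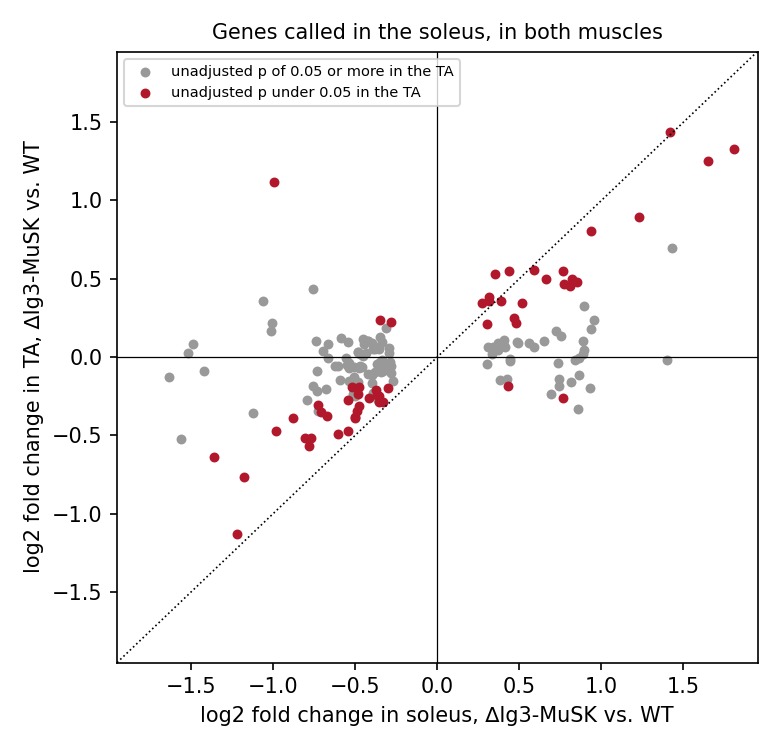
Log2 fold changes (∆Ig3-MuSK vs. WT) in the soleus (x axis) and the TA (y axis) of the 175 genes called in the soleus and tested in the TA. Each point is a gene, red where its unadjusted p-value in the TA was under 0.05 and gray otherwise, and the dotted line marks equal changes; 123 of the 175 points have the same sign on both axes.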

Finally, the identity of DEGs in TA and soleus was strikingly different: only 2.4% (9/370) of the downregulated genes and 5.3% (14/266) of the upregulated genes were shared between TA and soleus (Fig. 3l). Taken together, these results show that the transcriptional profiles of TA and soleus WT and ∆Ig3-MuSK muscles are qualitatively and quantitatively distinct, with the soleus transcriptome being more affected by the downregulation of MuSK-BMP signaling.

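The difference between the muscles in the effect of genotype was tested gene by gene with an interaction term over all 36 libraries. Of 20841 genes tested, 0 had an adjusted interaction p-value under 0.05 (the smallest was 0.0652), and 5193 had an unadjusted one under 0.05. Among the 185 genes called in the soleus, 115 had an unadjusted interaction p-value under 0.05. These genes were chosen for their change in the same soleus libraries, so a larger change there was part of their choice. Their count is not an independent test of a difference between the muscles. DESeq2's test of the same term called 1099 genes. These fits take all 36 libraries as independent, and limma-voom with the label number shared by a TA and a soleus library as a random block called 9 genes (smallest adjusted p 0.0317). The paper reasons from its own lists: the genotypes separate in each muscle, more genes pass its thresholds in the soleus than in the TA, and few genes are on both lists. From these it concludes that the profiles of the muscles differ in kind and in extent, and that the soleus is more affected by the loss of MuSK-BMP signaling.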

**Fig. 3:**
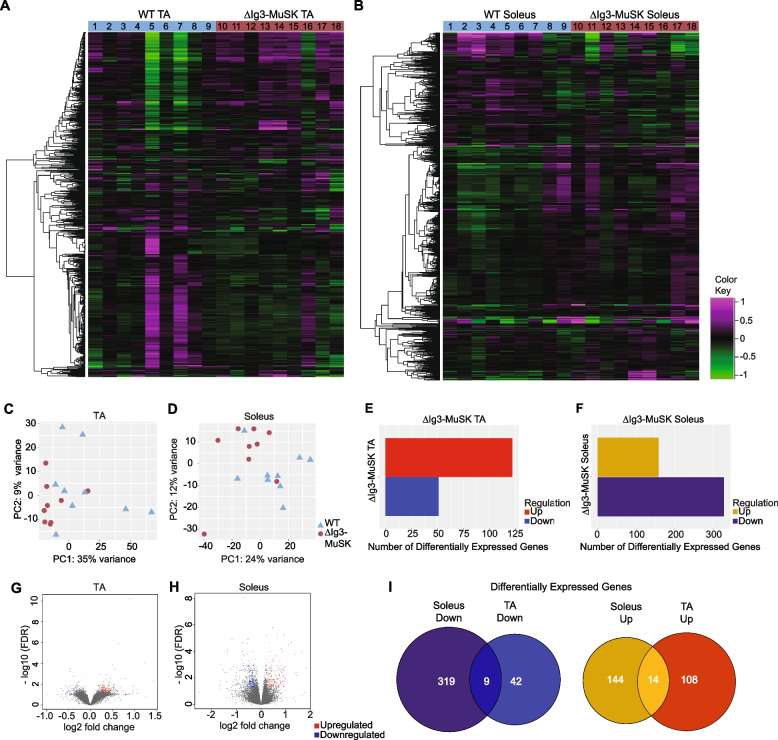
Distinct transcriptomic profiles in ∆Ig3-MuSK TA and soleus. WT and ∆Ig3-MuSK soleus and TA muscles were subjected to RNA sequencing at a depth of ~ 50 million reads per sample (*n* = 9 muscles/genotype; one muscle/animal). Heat map of the top 1000 variable genes in WT and ∆Ig3-MuSK TA (**A**) and soleus (**B**). Each column represents one muscle sample. Principal component analysis of WT and ∆Ig3-MuSK TA (**C**) and soleus (**D**) shows clustering of samples with similar gene expression profiles (▲, WT; ●, ∆Ig3-MuSK; individual muscles). **E** and **F** Differentially expressed genes (DEGs) with 1.2 minimum fold change and adjusted *p*-value < 0.05 were determined using DEseq2 (see also Tables S1, S2). **G** and **H** Volcano plot of -log10 FDR versus gene log2 fold change (red dots up DEGs; blue dots down DEGs). **I** Venn diagram depicting the shared and unique upregulated and downregulated DEGs between ∆Ig3-MuSK TA and soleus

To gain insight into cellular mechanisms impacted in ∆Ig3-MuSK muscles, we performed gene set enrichment analysis (GSEA) using GO terms for TA and soleus. 

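Gene set enrichment tests whether the genes of a GO term sit together toward the top or the bottom of a ranking of all genes. The 188 distinct GO terms of Table S3 were tested in both muscles by pre-ranked enrichment (fgsea), with genes ranked by the signed square root of edgeR's quasi-likelihood F. A positive normalized enrichment score (NES) means that the genes of a term were higher in ∆Ig3-MuSK than in WT, and p-values were adjusted over the 188 terms within each muscle. The gene lists came from Table S3 as far as its text gives them. That text lists a median of 64 genes per term where the table counts a median of 211, and over all terms it lists 25.8% of the genes counted, so the scores of many terms rest on part of their genes.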

The specific pathways and the extent of change within pathways differed markedly in TA and SOL (Fig. 4A and B). 

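Table S3 lists 65 terms as upregulated and 35 as downregulated in the TA, and 51 as upregulated and 44 as downregulated in the soleus. In the TA, all 35 terms listed as downregulated were lower in ∆Ig3-MuSK at an adjusted p-value under 0.05, with NES between −3.03 and −2.07. Of the 65 listed as upregulated, 63 had a positive NES, and 22 passed the threshold. In the soleus, the 51 terms listed as upregulated had NES between −2.58 and 1.05, and the 44 listed as downregulated between −1.18 and 1.88. None of these 95 soleus terms passed in its listed direction: 0 of the 51 and 0 of the 44, and also 0 of each at an unadjusted p-value under 0.05. Terms were also scored on absolute log2 fold changes, without the sign of the change, a choice made after seeing the values. With the sign of that score, 50 of the 51 and 30 of the 44 passed as listed when genes were ranked. With a normal test, 50 of the 51 and 44 of the 44 did. The set test changed the counts in the TA. With camera and the correlation between genes estimated for each set, or with fry, the number of terms passing in the TA was 0 in both directions, and at unadjusted p-values under 0.05 it was 0 in both directions with camera and 31 lower and 5 higher with fry.

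**Figure D2:**
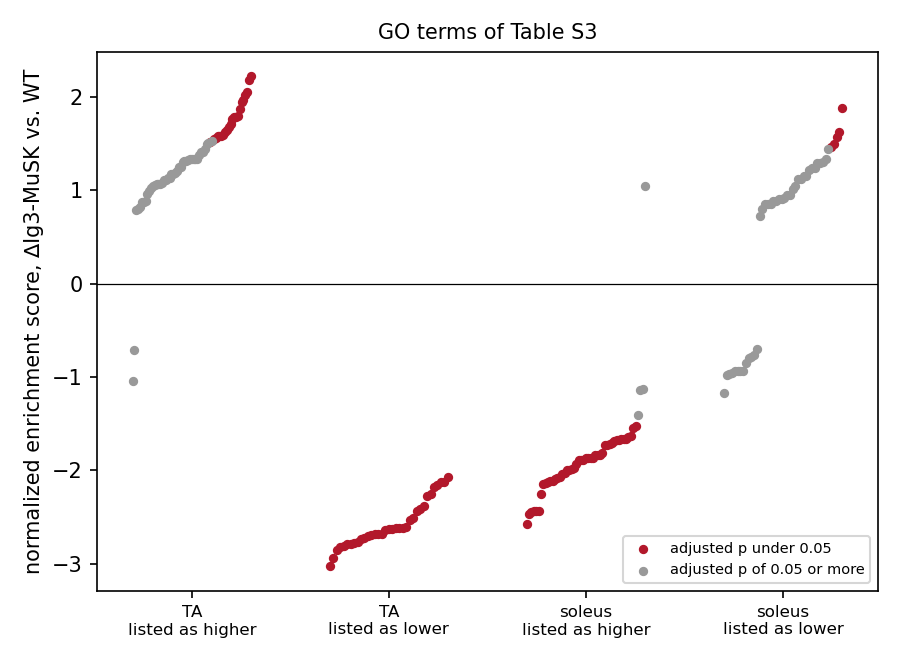
Normalized enrichment scores (∆Ig3-MuSK vs. WT; y axis) of the GO terms of Table S3 in the muscle that lists them, grouped by the listed direction (x axis) and ordered by score within each group. Each point is a term, red where its adjusted p-value was under 0.05; all 35 terms listed as lower in the TA lie below 0, as do 50 of the 51 listed as higher in the soleus.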

Multiple upregulated pathways in the TA were related to regulation of GTPase activity and Ras/Rho signal transduction (Fig. 4A, Table S3). In contrast, in the soleus, the major upregulated pathways were related to ECM (extracellular matrix) structure, ECM organization, and inflammation (Fig. 4B, Table S3). In addition, we observed upregulated pathways related to ERK1/2 signaling regulation as well as collagen fibril organization (Fig. 4B). 

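In the TA, regulation of GTPase activity had an NES of 1.58 (adjusted p = 0.0416), and 74.5% of its 55 listed genes had a higher mean in ∆Ig3-MuSK than in WT. Positive regulation of GTPase activity (NES 1.25, adjusted p = 0.276) and Ras protein signal transduction (NES 1.24, adjusted p = 0.277) were not distinguishable from the ranking of all genes. The changes of the genes were small, with a median log2 fold change of 0.07 for regulation of GTPase activity.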

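In the soleus, the terms extracellular structure organization and extracellular matrix organization share the same 61 tested genes, and their NES was −2.44 (adjusted p = 3.15e-07). Of these genes, 13.1% were higher in ∆Ig3-MuSK than in WT, and the median log2 fold change was −0.19. Inflammatory response had an NES of −1.67 (adjusted p = 0.00841) over 55 genes, 36.4% of which were higher in ∆Ig3-MuSK. Of the 51 soleus terms that Table S3 lists as upregulated, 47 were lower in ∆Ig3-MuSK than in WT at an adjusted p-value under 0.05. With camera and an estimated correlation between genes, 0 of the 51 passed in either direction.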

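ERK1 and ERK2 cascade had an NES of −1.68 in the soleus (adjusted p = 0.00971), with 50% of its 58 tested genes higher in ∆Ig3-MuSK and a median log2 fold change of −0.00356. Collagen fibril organization, for which Table S3 gives all 33 genes, had the lowest NES of the terms listed as upregulated in the soleus, −2.58 (adjusted p = 1.07e-07). Of its 33 genes, 12.1% were higher in ∆Ig3-MuSK, and the median log2 fold change was −0.31.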

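In the TA, the terms translation and peptide biosynthetic process share the same 67 listed genes and had an NES of −2.63 (adjusted p = 5.61e-10). Their median log2 fold change in ∆Ig3-MuSK was −0.13, with 20.9% of the genes higher than in WT. Protein folding had an NES of −2.53 (adjusted p = 1.13e-08; 66 genes, median log2 fold change −0.12) and ribosome biogenesis an NES of −2.51 (adjusted p = 1.46e-08; 65 genes, median log2 fold change −0.12). With camera and an estimated correlation between genes, or with fry, 0 of the 35 terms listed as lower in the TA passed.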

Pathways downregulated in the TA included those related to translation, peptide biosynthesis, protein folding, and ribosome biogenesis (Fig. 4A). 

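Genes of mitochondrial terms were lower in the ∆Ig3-MuSK TA. Mitochondrial ATP synthesis coupled electron transport had the lowest NES of all terms listed for the TA, −3.03 (adjusted p = 1.84e-12), and 9.52% of its 42 genes were higher in ∆Ig3-MuSK, with a median log2 fold change of −0.20. The NES was −2.72 for respiratory electron transport chain (adjusted p = 2.03e-10; 61 genes), −2.41 for proton transport (adjusted p = 3.95e-07; 55 genes) and −2.25 for mitochondrion organization (adjusted p = 4.42e-06; 63 genes). Of 60 splits of the TA libraries, the real one included, 22 moved as many of the 35 terms listed as lower in a single direction. The number of terms lower in the TA can therefore not be told apart from that of a random grouping.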

Additionally, there were multiple processes related to mitochondrial energy metabolism such as mitochondrial organization, respiratory transport chain, mitochondrial ATP synthesis, and proton transport (Fig. 4A). 

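In the ∆Ig3-MuSK soleus, mRNA processing had an NES of 0.853 (adjusted p = 0.809), ncRNA processing an NES of 1.15 (adjusted p = 0.308) and RNA splicing an NES of −0.786 (adjusted p = 0.88), none of which could be told apart from the ranking of all genes. These scores rest on 65, 62 and 64 genes where Table S3 counts 381, 282 and 321. A change of the full terms is therefore not ruled out. Ribonucleoprotein complex biogenesis had an NES of 1.45 (adjusted p = 0.0712). Ribonucleoprotein complex subunit organization had an NES of 1.57 (adjusted p = 0.0163), with 70.3% of its 64 genes higher in ∆Ig3-MuSK than in WT. Of the 44 terms that Table S3 lists as downregulated in the soleus, 31 had a positive and 13 a negative NES, and 5 were higher in ∆Ig3-MuSK at an adjusted p-value under 0.05.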

Most notably, the soleus showed a striking downregulation of biological process pathways related to RNA metabolism including mRNA and ncRNA processing, RNA splicing, and ribonucleoprotein complex biogenesis and subunit organization (all adjusted *p*-values between 10^−6^ and 10^−11^). These changes suggest that the ∆Ig3-MuSK soleus exhibits dysfunctional posttranscriptional RNA metabolism and protein synthesis (Fig. 4B).

**Fig. 4:**
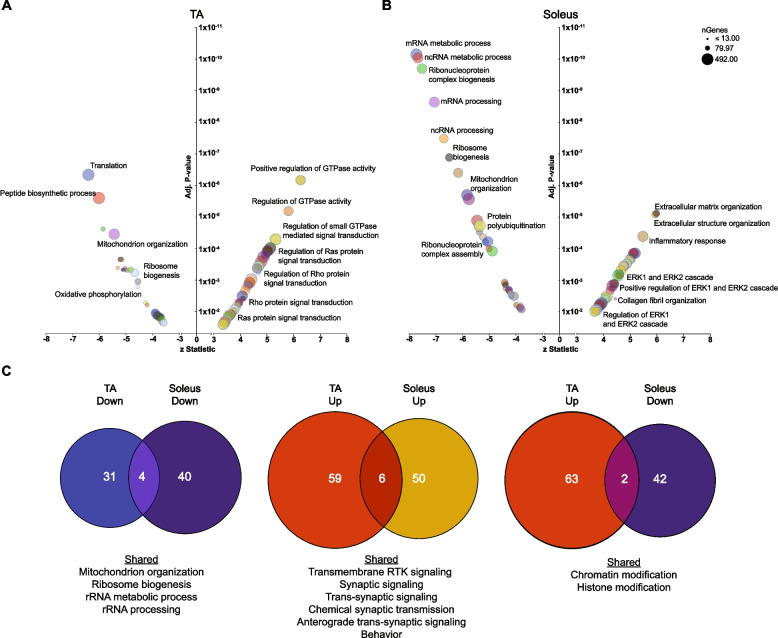
Distinct pathways are dysregulated in ∆Ig3-MuSK TA and soleus. **A** and **B** Gene ontology pathway analysis of top 100 upregulated and downregulated biological process pathways in ∆Ig3-MuSK TA (**A**) and soleus (**B**) (see Table S3). Note the number of highly significant pathways in soleus (adjusted *p*-values between 10^−7^ and 10^−12^) compared to TA. Selective enrichment in soleus down pathways was related to translation including those involving ribosome biogenesis as well as mRNA and ncRNA metabolism. Soleus up pathways included those involved in ECM and inflammation. **C** Venn diagram showing the number of shared and unique downregulated and upregulated pathways between ∆Ig3-MuSK TA and soleus (see Table S3). Note that ≤ 5% of pathways are shared in any of the comparisons. No shared pathways were observed when comparing TA down and soleus up

Our analysis also revealed a small number (< 5%) of shared GO pathways in TA and soleus, including downregulation of mitochondrion organization and ribosome biogenesis (Fig. 4C). 

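Ribosome biogenesis had an NES of 1.30 in the soleus (adjusted p = 0.14), and 66.2% of its 65 genes were higher in ∆Ig3-MuSK. Mitochondrion organization had an NES of 1.88 in the soleus (adjusted p = 0.000988), and 71.4% of its 63 genes were higher, with a median log2 fold change of 0.04. Over the 188 terms, 0 were lower in both muscles at adjusted p-values under 0.05, and 1 was at unadjusted p-values under 0.05. The count of terms lower in both muscles was 9 when genes were ranked by log2 fold change and 7 when they were ranked by DESeq2's Wald statistic.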

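Synaptic signaling, trans-synaptic signaling, chemical synaptic transmission and anterograde trans-synaptic signaling have the same 61 listed genes. In the TA, 60 of them were tested and had an NES of 1.34 (adjusted p = 0.174), with 70% of the genes higher in ∆Ig3-MuSK than in WT and a median log2 fold change of 0.07. In the soleus, the NES over 61 tested genes was −1.01 (adjusted p = 0.548), with 34.4% of the genes higher and a median log2 fold change of −0.03. Over the 188 terms, 1 was higher in both muscles at adjusted p-values under 0.05, circadian rhythm.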

Shared upregulated pathways included synaptic signaling, transsynaptic signaling, chemical synaptic transmission, and anterograde transsynaptic signaling (Fig. 4C), suggesting that although both muscles were fully innervated (Fig. 1F, G), the MuSK-BMP pathway may also play a role at the neuromuscular junction. Some pathways showed opposite directionality, with chromatin organization and histone modification downregulated in soleus while upregulated in the TA (Fig. 4C). 

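Chromatin organization had an NES of −1.05 in the TA (adjusted p = 0.516) and 0.837 in the soleus (adjusted p = 0.827). Histone modification had an NES of 1.05 in the TA (adjusted p = 0.482) and 0.886 in the soleus (adjusted p = 0.741). None of these could be told apart from the ranking of all genes. Over all terms, 12 were higher in the TA and lower in the soleus at adjusted p-values under 0.05, and 17 were lower in the TA and higher in the soleus.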

Taken together, these analyses suggest that the MuSK-Ig3 domain regulates distinct pathways in ∆Ig3-MuSK TA and soleus.

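Whether the effect of genotype on a term differed between the muscles was tested by ranking genes on the interaction term. Of the 188 terms, 117 had an adjusted p-value under 0.05: for 46 of them the change was more positive in the soleus than in the TA, and for 71 it was more negative. Of 40 splits of the libraries, 7 gave as many terms, the real one included, and the median over the other splits was 47. From the terms that passed in each muscle and the few that were shared, the paper proposes that the Ig3 domain of MuSK regulates distinct pathways in the TA and the soleus.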

### Myofiber size is reduced in ∆Ig3-MuSK soleus

The muscle-selective reductions in RNA metabolism pathways and ribosome biogenesis raised the possibility that myofiber size is reduced in ΔIg3-MuSK soleus. The overall structure of both the TA and the soleus as revealed by H&E staining was similar in both genotypes (Fig. 5A, B), with no evidence of degeneration observed. The staining levels for dystrophin were comparable in both muscles across genotypes (Fig. 5E, F). Muscle fiber Feret diameter analysis in TA revealed that the myofiber sizes were comparable in ∆Ig3-MuSK and WT (Fig. 5G). In contrast, myofiber sizes were reduced in the ∆Ig3-MuSK soleus (Fig. 5H). This reduction in myofiber size was observed when all myofibers were scored (Fig. 5H) and when either type I (Fig. 5I) or type IIa (Fig. 5J) were separately analyzed using double labeling with myosin-specific markers (see “Methods”). Types I and type IIa myofibers comprise approximately 80% of the myofibers in this muscle [22]. Thus, the large majority of myofiber types in the soleus are reduced in size, while the TA myofiber size is unaffected in ∆Ig3-MuSK mice at this age.

**Fig. 5:**
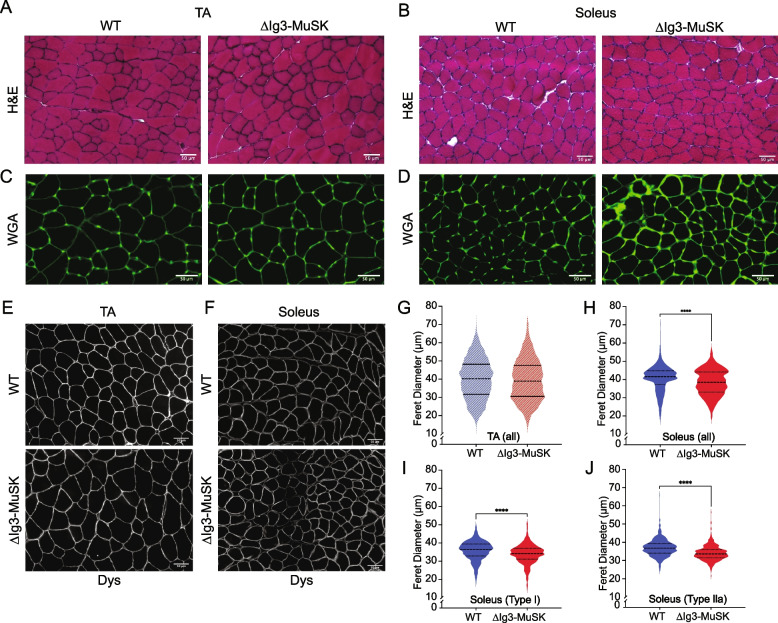
Reduced myofiber size in ∆Ig3-MuSK soleus but not TA. WT and ∆Ig3-MuSK TA and soleus sections were stained with H&E (**A**, **B**), WGA (**C**, **D**), or anti-dystrophin (**E**, **F**). In the TA, the structure (**A**), WGA staining (**C**), and mean Feret diameters (**G**) were indistinguishable in both genotypes. Data are means ± SEM from three animals of each genotype. Average number of muscle fibers counted per animal 963 ± 77. Soleus WT and ΔIg3-MuSK stained with H&E (**B**), WGA (**D**), or dystrophin (**F**). Note that the overall structure of the muscle was comparable, but there is increased interstitial WGA signal in ΔIg3-MuSK soleus. Soleus myofiber Feret diameters of all fibers (**H**), type I fibers (**I**), or type IIa fibers (**J**) were reduced in ΔIg3-MuSK compared to WT. All fibers are as follows: 40.6 µm ± 0.2 WT and 38.4 µm ± 0.2 ∆Ig3-MuSK (697 fibers/animal ± 72, *n* = 3 animals), type I fibers: 36.6 µm ± 0.2 WT and 34.4 µm ± 0.2 ∆Ig3-MuSK (300 ± 33 fibers/animal, *n* = 4 animals), and type IIa: 36.7 µm ± 0.2 WT and 33.9 µm ± 0.2 ∆Ig3-MuSK (487 ± 50, fibers/animal *n* = 4 animals; ****p < 0.0001, Mann–Whitney test)

### Increased WGA binding and interstitial collagen in ∆Ig3-MuSK soleus

The GSEA revealed increases in ECM and collagen fibril organization GO pathways (Fig. 4). 

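In the soleus, Col1a1 (chromosome 11, 94936224 to 94953042, GRCm38) was at 315.2 ± 146 CPM (SD, n = 9) in WT and 161 ± 62.6 CPM (SD, n = 9) in ∆Ig3-MuSK, a log2 fold change of −0.97 (standard error 0.28, adjusted p = 0.0832). Col1a2 (chromosome 6, 4504814 to 4541544) was at 376 ± 160.0 CPM (SD, n = 9) in WT and 223 ± 91 CPM (SD, n = 9) in ∆Ig3-MuSK, a log2 fold change of −0.75 (standard error 0.27, adjusted p = 0.142). Col3a1 (chromosome 1, 45311538 to 45349706, with 141 bp of exons shared with Gm47302 on the same strand) had a log2 fold change of −0.70 in the soleus (standard error 0.24, adjusted p = 0.133), and of −0.40 (adjusted p = 0.236) without WT replicate 7, which lay above the other WT libraries. All 9 ∆Ig3-MuSK soleus libraries were below the WT mean for each of these 3 collagen genes, and the 3 passed when the adjustment was made over them alone, with a smallest adjusted p of 0.00731. Over 11 alternative fits, the adjusted p of Col1a1 in the soleus ranged from 0.0315 to 0.217. In the TA, the log2 fold changes of Col1a1, Col1a2 and Col3a1 were 0.04, −0.03 and −0.06, within their standard errors of 0.19, 0.14 and 0.13.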

To confirm and extend this finding, we assessed the ECM histologically. We first used staining with WGA, a lectin that binds a wide range of glycoproteins at the cell surface and is a useful marker for fibrosis [23]. WGA staining in the TA was comparable in both genotypes (Fig. 5C). In contrast, we observed a marked increase in WGA signal in ∆Ig3-MuSK soleus (Fig. 5D). We then examined the distribution and level of type I collagen by immunochemistry in the soleus. Supplemental Figure S4 shows that type I collagen immunostaining is increased in interstitial compartment in ∆Ig3-MuSK compared to WT. Quantification showed that the type I collagen levels were 49% higher in the ∆Ig3-MuSK soleus. These data confirm the GSEA results and suggest that there is fibrosis in the ∆Ig3-MuSK soleus.

### MuSK expression in WT and ∆Ig3-MuSK muscle

We next examined MuSK mRNA expression and protein localization in WT and ∆Ig3-MuSK muscles. We first assessed the level of MuSK transcripts, which in cultured muscle cells is regulated by the MuSK-BMP pathway [15]. We and others have previously reported that MuSK transcripts are expressed at 3- to 5-fold higher levels in the soleus compared to fast muscles such as EDL and TA [15, 18]. We confirmed these findings in WT EDL and soleus (Fig. 6A). MuSK transcript levels were also higher in soleus as compared to EDL in ∆Ig3-MuSK animals (Fig. 6B). MuSK expression in EDL was comparable in ∆Ig3-MuSK and WT (Fig. 6C). However, MuSK transcript levels in soleus were reduced by ~ 1/2 in ∆Ig3-MuSK compared to WT (Fig. 6D).

**Fig. 6:**
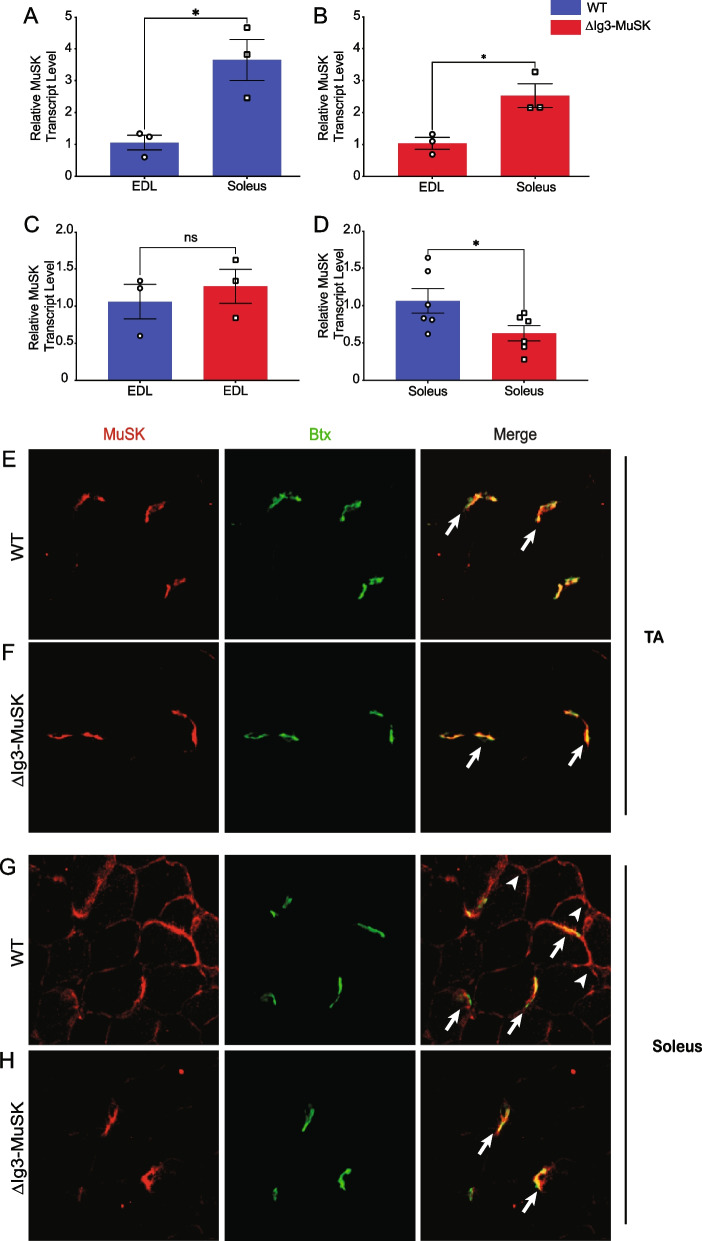
MuSK extrasynaptic localization and transcript expression are reduced in ∆Ig3-MuSK soleus. **A**–**D** MuSK transcript levels in WT and ∆Ig3-MuSK EDL and soleus muscle were quantified by qRT-PCR. Note that MuSK transcript levels are selectively reduced in ∆Ig3-MuSK soleus compared to WT, while the levels in the EDL are comparable in both genotypes. Data are means ± SEM from 3 to 6 different biological replicates (*p < 0.05, unpaired two-tail Student’s *t*-test). **E** and **F** MuSK localization in TA. TA sections from WT and ∆Ig3-MuSK animals were immunolabeled with anti-MuSK (IgG4 serum fraction from MuSK myasthenia gravis patients [24]; 1:1000; red) and α-bungarotoxin (green; to visualize NMJs). In the TA, MuSK is restricted to the NMJ (arrows) in both WT and ∆Ig3-MuSK muscle. No extrajunctional MuSK localization is detected in TA of either genotype. **G** and **H** MuSK localization in soleus. In WT soleus **(G**), MuSK is localized at both the NMJ (arrows) and extrajunctionally (arrowheads). In contrast, in ∆Ig3-MuSK soleus (**H**), MuSK is present at NMJs at levels comparable to WT, but extrajunctional MuSK was not detected

We then assessed the localization of MuSK protein. MuSK was localized at all NMJs examined in TA and soleus in both WT and ∆Ig3-MuSK muscle (Fig. 6E–H). In agreement with previous reports [18], in WT muscles, MuSK is localized at extrajunctional domains in the soleus but not in TA [18] (Fig. 6E, G). However, MuSK was not detected in extrajunctional domains in the ∆Ig3-MuSK soleus (Fig. 6H). Taken together, these data indicate that MuSK-BMP signaling is important for regulating the expression and localization of extrajunctional MuSK in the soleus.

### Reduced Akt-mTOR signaling in ∆Ig3-MuSK soleus

We next investigated potential signaling pathways that may mediate the selective size reduction of soleus fibers in ∆Ig3-MuSK mice. The transcriptomic analysis (Fig. 4) showed that multiple RNA metabolism pathways were selectively downregulated in the ∆Ig3-MuSK soleus. These observations suggested that decreased protein synthesis could underlie the reduced myofiber size observed in the soleus. One candidate pathway is IGF1-Akt-mTOR, which plays a central role in regulating muscle growth [25, 26]. Moreover, several members of this pathway are significantly dysregulated in the ∆Ig3-MuSK soleus but not the TA including Igf1, Igf2bp2, Igfbp2, and Txnip (Supplemental Table S4). 

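Table S4 and the text name 9 genes of this pathway. In the soleus, 0 of the 9 had an adjusted p-value under 0.05 over all genes tested, 8 had an unadjusted p-value under 0.05, and 8 passed when the adjustment was made over the 9 genes alone. Table S4 lists genes for their change in the soleus of these same libraries. The adjustment over the 9 genes alone is therefore not an independent test. Igf1 (chromosome 10, 87858265 to 87937042, GRCm38) was at 15.7 ± 2.57 CPM (SD, n = 9) in WT soleus and 11.5 ± 2.71 CPM (SD, n = 9) in ∆Ig3-MuSK soleus, a log2 fold change of −0.45 (standard error 0.13, adjusted p = 0.0903). Igf2bp2 (chromosome 16, 22059009 to 22163299) was at 1.76 ± 0.471 and 1.09 ± 0.335 CPM (SD, n = 9), a log2 fold change of −0.69 (standard error 0.19, adjusted p = 0.0665). Igfbp2 (chromosome 1, 72824503 to 72852474) was counted 13 to 71 times per soleus library, with a log2 fold change of −0.89 (standard error 0.26, adjusted p = 0.0837). All 9 ∆Ig3-MuSK soleus libraries lay below the WT mean for each of these 3 genes. Txnip (chromosome 3, 96557957 to 96561883) was at 377 ± 109 CPM (SD, n = 9) in WT soleus and 587 ± 178 CPM (SD, n = 9) in ∆Ig3-MuSK soleus, a log2 fold change of 0.64 (standard error 0.18, adjusted p = 0.0829). With DESeq2's Wald test, which the paper used, adjusted p-values of these 4 genes ran from 0.0141 for Igf2bp2 to 0.0471 for Txnip. Over 11 alternative fits they ranged from 0.0323 to 0.351 for Igf1, from 0.0141 to 0.151 for Igf2bp2, from 0.029 to 0.318 for Igfbp2 and from 0.0427 to 0.232 for Txnip, each highest with 1 surrogate variable. In the TA, the log2 fold changes were −0.28 for Igf1 (adjusted p = 0.397), −0.32 for Igf2bp2 (adjusted p = 0.316), −0.23 for Igfbp2 (adjusted p = 0.53) and −0.20 for Txnip (adjusted p = 0.379). The change of Txnip differed between the muscles by 0.85 on the log2 scale (interaction test, adjusted p = 0.0118 over the 32 named genes and 0.102 over all genes). For Igf1, Igf2bp2 and Igfbp2, a difference between the muscles was not shown (interaction tests, adjusted p over all genes of 0.733, 0.438 and 0.247). It is not ruled out either, since the difference for Igfbp2 was −0.65 (standard error 0.36). The interaction fit takes all 36 libraries as independent, although TA and soleus libraries share label numbers.

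**Figure D3:**
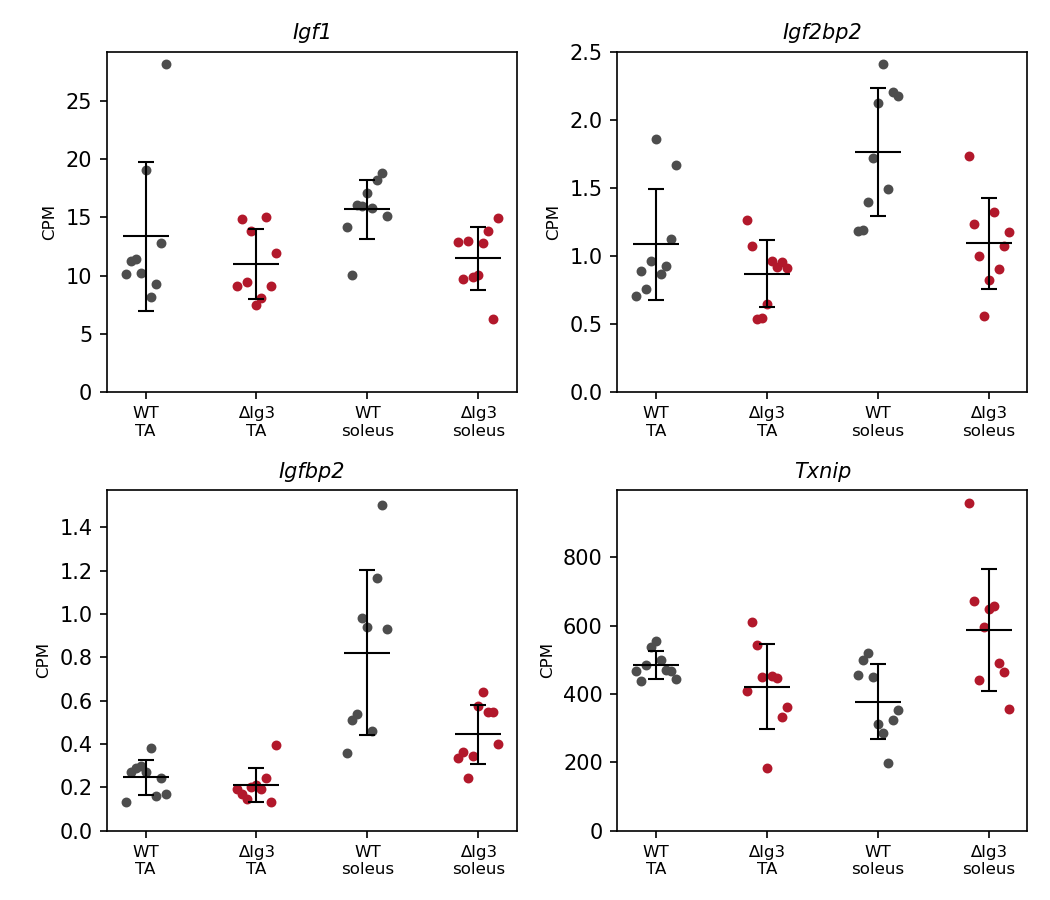
Normalized counts (CPM, y axis) of Igf1, Igf2bp2, Igfbp2 and Txnip in each library of the 4 groups (x axis). Each point is a library, and the lines give the mean ± SD of 9 libraries; Igf1, Igf2bp2 and Igfbp2 are lower and Txnip is higher in the ∆Ig3-MuSK soleus than in WT, with overlapping points for every gene.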

Other members of this pathway, including IRS1, IRS2, rheb, and the antisense lncRNA Gm15441 to TXNIP, also showed strong trends in dysregulation in the ∆Ig3-MuSK soleus (*p* = 0.051–0.065), but not in the TA.

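In the soleus, Irs1 had a log2 fold change of −0.36 (standard error 0.12, adjusted p = 0.123) and Irs2 one of −0.83 (standard error 0.25, adjusted p = 0.0933). Rheb had a log2 fold change of 0.05 (standard error 0.04, adjusted p = 0.514), while its paralog Rhebl1 had one of 0.40 (standard error 0.12, adjusted p = 0.0969). Gm15441 (chromosome 3, 96555765 to 96566801, minus strand) had a log2 fold change of 0.63 (standard error 0.19, adjusted p = 0.0885). Its exons overlap those of Txnip by 606 bp on the opposite strand, and the libraries carry no strand information. In the TA, Irs1 had a log2 fold change of −0.19 (adjusted p = 0.451), Rheb of −0.07 (adjusted p = 0.457) and Gm15441 of −0.11 (adjusted p = 0.643). Irs2 was higher in the ∆Ig3-MuSK TA (log2 fold change 0.36, adjusted p = 0.179), in 8 of 9 libraries. Rhebl1 had a log2 fold change of 0.50 in the TA (standard error 0.10, adjusted p = 0.0788), with all 9 ∆Ig3-MuSK libraries above the WT mean. A difference between the muscles was not shown for Rhebl1 (interaction test, adjusted p = 0.762 over all genes). Exons of Rhebl1 overlap those of Dhh on the same strand, so reads there could not be told apart. Exons on the opposite strand overlap those of Irs1 by 2822 bp (Gm9747) and those of Irs2 by 162 bp (9530052E02Rik).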

To directly assess the activity of the Akt-mTOR pathway in ∆Ig3-MuSK mice, we measured the phosphorylation of members this pathway in TA and soleus. Translation is promoted by phosphorylated 4EBP1 (p4EBP1) and is inhibited by the unphosphorylated form (4EBP1). In a first set of experiments (see “Methods”), we probed Western blots of muscle extracts from soleus and TA muscles of each genotype with antibodies against 4EBP1 and p4EBP1 (Fig. 7A, B). Quantification showed that p4EBP1 levels were reduced by > 40% in the ∆Ig3-MuSK soleus (1 ± 0.15 and 0.55 ± 0.06, ± SEM in WT and ∆Ig3-MuSK, respectively; *p* = 0.02; *n* = 5 muscles/genotype) (Fig. 7C; Supplementary Fig. S5). In contrast, p4EBP1 levels were comparable in WT and ∆Ig3-MuSK TA (Fig. 7D). Notably, pSmad 1/5 levels did not differ in ∆Ig3-MuSK compared to WT for both the TA and soleus (Fig. 7E, F; see “Discussion”). To confirm and extend these observations, we performed an independent set of experiments in a second laboratory using muscles from a different cohort of mice (see “Methods”). In agreement with the first set of experiments (Fig. 7), p4EBP1 levels were reduced in the soleus (Supplementary Fig. S6). Importantly, in this experiment, S6 phosphorylation status was also probed. As shown in Fig. S6, the levels of P-S6 were also reduced in the soleus. pAkt levels were unaffected. P-S6 and p4EBP1 are the two main effectors of the Akt-mTOR pathway that regulate protein synthesis. Thus, taken together with the transcriptomic analysis, these results establish that Akt-mTOR pathway activity is selectively reduced in ∆Ig3-MuSK soleus and provide a mechanistic basis for the decreased myofiber size observed in this slow muscle.

**Fig. 7:**
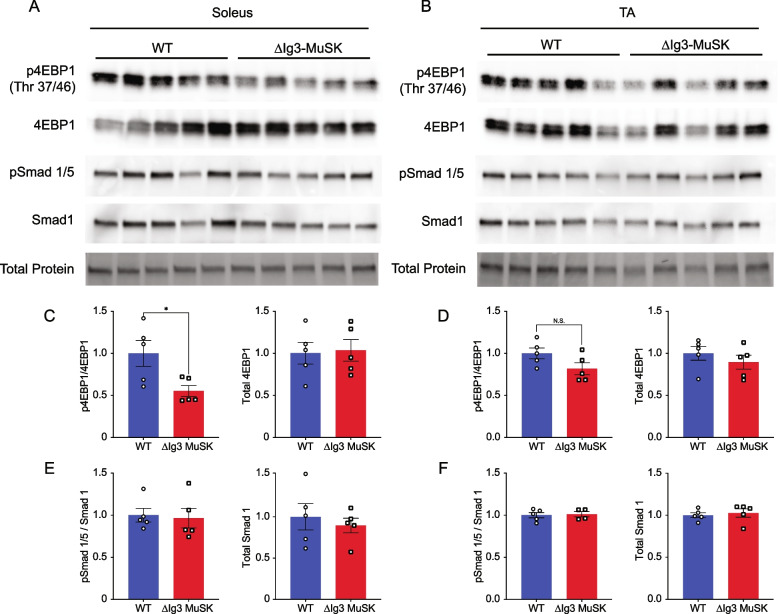
Akt-mTOR signaling is reduced in ∆Ig3-MuSK soleus but not TA. **A** WT and ∆Ig3-MuSK soleus muscle protein extracts were isolated for Western blotting of pSmad1/5, total Smad1, p-4EBP1, and total 4EBP1. Total protein stain was used as loading control and for protein normalization. Levels of pSmad1/5 and p4EBP1 were determined as a ratio to total Smad1 and total 4EBP1, respectively. Note that p-4EBP1 levels were reduced in ∆Ig3-MuSK soleus compared to WT (**C**) but unchanged in TA (**D**). pSmad 1/5 levels in ∆Ig3-MuSK soleus and TA were comparable to WT (**E** and **F**). Data are means ± SEM from five biological replicates (*p < 0.05, unpaired two tailed Student’s *t*-test)

## Discussion

In this report, we introduce the MuSK-BMP pathway as a novel regulator of myofiber size in slow muscle. This pathway is selective for the slow soleus muscle as compared to the predominantly fast TA. In ∆Ig3-MuSK mice, the soleus is reduced in size, RNA metabolic pathways are downregulated, and Akt-mTOR signaling is reduced compared to TA. Our findings indicate that the locus of MuSK-BMP action is extrasynaptic throughout the soleus, rather than secondary to changes at the NMJ. These results also reveal a novel in vivo function for MuSK that is independent of its role in agrin-LRP4 signaling at the synapse. The findings shed light on the mechanism for the muscle-selective regulation of myofiber size and reveal a new pathway for promoting muscle growth and combatting atrophy.

Our results demonstrate that deletion of the MuSK Ig3 domain selectively perturbs MuSK function as a BMP co-receptor. First, MuSK protein lacking the Ig3 domain is localized at the cell surface in cultured ∆Ig3-MuSK myogenic cells, and the levels of MuSK mRNA are comparable in cultured ∆Ig3-MuSK and WT cells (Fig. 2). ∆Ig3-MuSK is also localized at all NMJs examined in vivo (Fig. 6; see below). This high-fidelity expression and localization are consistent with the fact that the ∆Ig3-MuSK allele created by gene editing mimics a natural MuSK splice isoform [21, 27]. Second, cultured ∆Ig3-MuSK myogenic cells show reduced levels of pSmad 1/5 signaling and target gene expression in response to BMP treatment (Fig. 2). Notably, the MuSK-regulated BMP-induced transcripts include Wnt11 and Car3, which were previously identified in a study using cultured MuSK^−/−^ myogenic cells [15]. In contrast, the agrin-LRP4-mediated functions of MuSK, which require its Ig1 domain, are spared: agrin-induced AChR clustering is robust in cultured ∆Ig3-MuSK myotubes (Supplementary Fig. S3); in vivo, NMJ innervation levels and grip strength are comparable to WT in these 3-month-old mice (Fig. 1).

Our transcriptomic, morphological, and biochemical results show that the MuSK-BMP pathway plays a selective role in slow as compared to fast muscle. The MuSK-BMP pathway regulates myofiber size in slow muscle. In the ∆Ig3-MuSK soleus, reduced size was observed in both types I and IIa fibers (Fig. 5), which together comprise ~ 80% of fibers in this muscle. In contrast, no significant differences were observed in the diameter of TA myofibers, which are predominantly type IIb, in the 3-month age animals examined here (Fig. 5). The sets of both the up- and down-regulated genes in soleus and TA were also remarkably distinct. Only 23/663 DEGs were shared between soleus and TA (Fig. 3). 

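Tables S1 and S2 list 23 genes for both muscles, 14 as upregulated and 9 as downregulated in both. All 23 were tested in both muscles here, and all 23 had an unadjusted p-value under 0.05 in the same direction in the TA and in the soleus. The paper selected these genes from the same libraries, so this agreement is not an independent test.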

GO pathway analysis also revealed distinct functions for the MuSK-BMP pathway in soleus and TA (Fig. 4; Table S3). As discussed below, a large number of downregulated GO pathways involved in RNA metabolism were unique to soleus. However, it is noteworthy that the two shared downregulated GO pathways were related to mitochondria organization and ribosome biogenesis, which raises the possibility that the MuSK-BMP pathway may regulate energy metabolism and some aspects of protein synthesis in both fast and slow muscle. These shared pathways could also reflect the contribution of the small number (~ 15%) of IIa fibers in the TA. We note that the reduced myofiber size in soleus observed at 3 months of age could be due to developmental processes or alternatively reflect an atrophy of mature fibers.

Several lines of evidence indicate that the MuSK-BMP pathway maintains soleus myofiber size through the regulation of the IGF1-Akt-mTOR pathway, the primary anabolic regulator of muscle cell size (Fig. 8) [25, 28–33]. This pathway increases protein synthesis through mTOR-mediated phosphorylation of key elements regulating translation, notably 4EBP1 and S6. Our transcriptomic analysis revealed a host of downregulated GO pathways in RNA metabolism as well as dysregulation of members of the IGF1-Akt-mTOR pathway that were selective for the soleus. Importantly, biochemical analysis showed that both p4EBP1 and P-S6, direct targets of mTOR, are downregulated in ∆Ig3-MuSK soleus (Fig. 7; Supplementary Fig. S6). Notably, others have observed muscle-selective effects of the mTOR inhibitor rapamycin on regulating myofiber size, where it has also been linked to reductions in RNA metabolism components [32, 34]. We saw no evidence that this reduced myofiber size was due to denervation, since the NMJs in both muscles were fully innervated and grip strength is comparable to WT (Fig. 1). Further, our transcriptomic analysis detected few signatures of upregulated protein degradation, such as the atrogenes (Table S5), which are markedly upregulated following denervation, immobilization, or cachexia [35, 36]. 

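Table S5 names 32 atrogenes, genes that rise when muscle wastes. All 32 were tested in both muscles, and 0 were called in either. In the TA, 6 had an unadjusted p-value under 0.05, all of them higher in ∆Ig3-MuSK, and the smallest adjusted p over all genes was 0.135. In the soleus, 7 were higher and 3 lower at an unadjusted p-value under 0.05, and the smallest adjusted p was 0.0742. When the adjustment was made over the 32 genes alone, 4 in each muscle had an adjusted p-value under 0.05 and at least a 1.2-fold change. The median log2 fold change of the 32 genes was 0.03 in the TA and 0.05 in the soleus. Fbxo32 (atrogin-1; chromosome 15, 58175879 to 58214932, GRCm38) was at 339 ± 48.4 CPM (SD, n = 9) in WT soleus and 356 ± 42.7 CPM (SD, n = 9) in ∆Ig3-MuSK soleus, a log2 fold change of 0.07 (standard error 0.08, adjusted p = 0.698). Trim63 (MuRF1; chromosome 4, 134315120 to 134329629) had a log2 fold change of 0.08 in the soleus (standard error 0.08, adjusted p = 0.606). In the TA the log2 fold changes were −0.04 for Fbxo32 (standard error 0.11) and 0.08 for Trim63 (standard error 0.10), neither larger than its error. Exons of Fbxo32 overlap those of Gm15943 by 186 bp on the opposite strand.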

Taken together, our results support a model where the MuSK-BMP pathway maintains muscle mass by regulating protein translation through modulation of the Akt-mTOR pathway (Fig. 8).

**Fig. 8:**
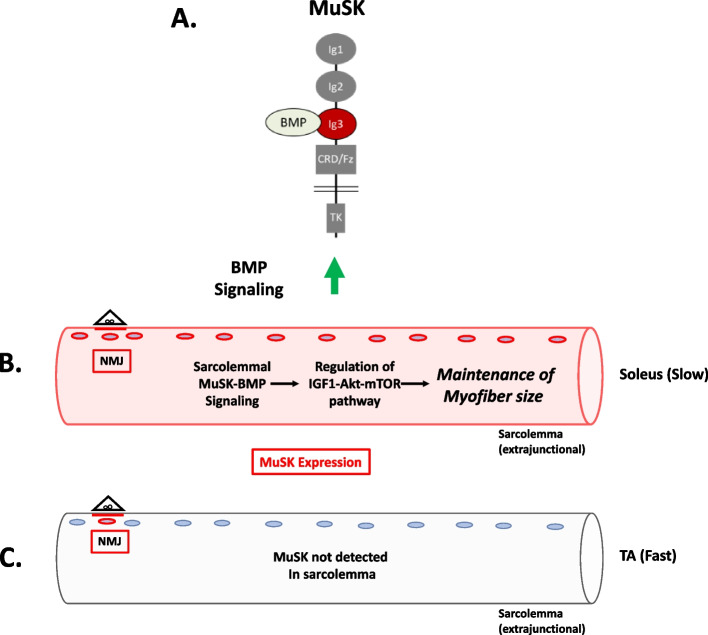
A model for MuSK-BMP regulation of muscle fiber size in slow muscle. **A** MuSK containing the Ig3 domain binds BMP and promotes BMP signaling. **B** In soleus, MuSK is expressed at the sarcolemma and regulates myofiber size via the Akt-mTOR pathway. **C** MuSK is not detected in the sarcolemma in fast muscles (e.g., TA, EDL, STM). Note that MuSK is expressed at the NMJ of all muscles. We propose that MuSK-BMP signaling in the sarcolemma selectively regulates myofiber size in slow muscle by controlling the IGF1-Akt-mTOR pathway

The striking selectivity of the MuSK-BMP pathway in the soleus as compared to the TA is likely a function of the distinct expression, localization, and regulation of MuSK in this muscle. MuSK transcript levels are ~ 3– 5-fold higher in the WT soleus compared to the fast EDL (Fig. 6). MuSK is present at NMJs in all muscles [32, 37], including TA and soleus (Fig. 6). However, in WT soleus, MuSK is also localized at extrasynaptic domains along the extent of the myofiber (Fig. 6), which is in agreement with earlier reports [15, 18]. Further, snRNAseq analysis shows robust MuSK expression in soleus as compared to TA myonuclei [38]. Importantly, both MuSK transcript levels and the localization of MuSK at extrasynaptic domains are selectively reduced in ∆Ig3-MuSK soleus. This reduction seems likely to be the result in part of perturbed autoregulation since MuSK itself is a MuSK-BMP-dependent transcript [15]. On the organismal level, our results suggest that MuSK expression in the sarcolemma may be one mechanism conferring muscle-selective regulation of myofiber size in health and disease.

Our results add a novel dimension to our understanding of the role of BMP signaling in regulating muscle size. Previous studies have shown that increasing BMP signaling by overexpression of BMP7 or constitutively active BMPR1a (ALK 3) causes hypertrophy. Notably, the hypertrophy is blocked by the mTOR inhibitor rapamycin, establishing a link between BMP signaling and Akt-mTOR-mediated muscle growth [10]. These results also align with our observation that this pathway is an important output of MuSK-BMP signaling (Fig. 7, Supp. Fig. S6). It is of interest that while BMP-stimulated pSMAD signaling is reduced in cultured ∆Ig3-MuSK (Fig. 2) or MuSK^−^/^−^ [15] myogenic cells, we did not observe decreased pSMAD signaling in extracts of either soleus or TA (Fig. 7). 

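A list of 39 BMP ligands, receptors, antagonists, SMADs and target genes, set before the counts were seen, was examined in both muscles. In the TA, 34 were tested and 0 called, and 6 had an unadjusted p-value under 0.05. In the soleus, 35 were tested and 1 was called, and 8 had an unadjusted p-value under 0.05, 7 of them lower in ∆Ig3-MuSK. The called gene was Eng (endoglin; chromosome 2, 32646595 to 32682669, GRCm38), a coreceptor whose exons overlap those of Fpgs by 61 bp on the opposite strand, at 59.7 ± 10.6 CPM (SD, n = 9) in WT soleus and 44.3 ± 5.79 CPM (SD, n = 9) in ∆Ig3-MuSK soleus. Its log2 fold change was −0.43 in the soleus (standard error 0.10, adjusted p = 0.0364) and 0.03 in the TA (standard error 0.07, adjusted p = 0.85). Over 11 alternative fits, the adjusted p of Eng in the soleus ranged from 0.00277 to 0.131 and was under 0.05 in 10. With each soleus library left out in turn, from 0 to 2 genes of the list were called, and the count changed in 15 of 18 fits. When the adjustment was made over the list alone, 3 genes passed in the soleus and 0 in the TA. Car3 (log2 fold change 0.48, adjusted p = 0.0286 over the list) and Acvr1 (−0.27, adjusted p = 0.0398 over the list) were the others, and both were chosen for naming after their values were seen. Id1, a BMP target gene likewise named after its values were seen, had a log2 fold change of −0.33 in the soleus (standard error 0.28, adjusted p = 0.563). Car3 was higher in the ∆Ig3-MuSK soleus, while the paper reports less Car3 in ∆Ig3-MuSK than in WT myoblasts given BMP4. The paper's value is from cultured cells and the one here from whole muscle, so they are unlike measures.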

We also did not observe changes in the BMP signaling pathway members in our transcriptomic analysis (Supp. Tables S2 and S3). This finding could reflect low MuSK-BMP pSMAD activity in the steady-state condition present in mature muscle and/or a masking of muscle pSMAD signal by MuSK-independent pSMAD signaling in non-myogenic cells, which comprise > 50% of nuclei in muscle [38, 39]. It is also possible that noncanonical BMP signaling pathways [40–42] mediate some of the effects observed here. Elucidating their potential role will be the focus of future experiments.

Our findings also point to other functions of the MuSK-BMP pathway in muscle. The increase in WGA binding and type I collagen expression in the ∆Ig3-MuSK soleus indicates that there is a low level of fibrosis in this muscle. Fibrosis is often the consequence of muscle damage. Thus, the MuSK-BMP pathway may play a role in maintaining the integrity of slow muscle. The soleus-selective increase in inflammatory pathways observed in the GO pathway analysis is also consistent with this interpretation. However, we observed no evidence of myofiber degeneration/regeneration (e.g., centrally nucleated fibers) in either soleus of TA, indicating that the level of damage to the myofiber in the ∆Ig3-MuSK is subtle. Finally, we also observed a number of elevated GO pathways related to synaptic signaling and organization in both TA and soleus. This observation raises the possibility that the MuSK-BMP pathway, while not essential for synapse formation and maintenance, also plays a role at the NMJ. Studies are in progress to address this question.

The role of MuSK in maintaining muscle size has potential implications for myasthenia gravis (MG) caused by autoantibodies to MuSK (“MuSK-MG”) [43]. This form of MG is distinct from the more common anti-AChR MG, can cause different symptoms, and does not respond to cholinesterase inhibitors. The pathogenesis of MuSK-MG is mediated at least in part by IgG4 antibodies directed against the MuSK Ig1 domain that disrupt agrin-LRP4 binding and signaling [17, 24, 44–46]. However, some clinical features of MuSK-MG suggest that non-synaptic pathology mediated by the MuSK autoantibodies may also contribute to the disease. MuSK-MG pathology is often more pronounced in restricted muscle groups, including bulbar and respiratory muscles [47, 48]. Moreover, muscle atrophy is observed in MuSK-MG where it is associated with non-fluctuating weakness, fatty tissue infiltration, and myopathic changes in electrophysiological activity. It is therefore plausible that antibodies targeting the MuSK expressed in the sarcolemma could contribute to MuSK MG pathology.

The MuSK-BMP pathway could also be a target for promoting muscle growth and treating conditions associated with muscle atrophy such as sarcopenia, immobilization, and cachexia. Maintenance of muscle mass is a balance between the homeostatic mechanisms regulating protein synthesis and degradation. Although the role for IGF1 as an anabolic pathway is well established, circulating IGF1 levels correlate incompletely with muscle status. Rather, muscle-derived IGF1 is likely to be the dominant mediator of growth [33]. The MuSK-BMP pathway represents an attractive target for developing specific agents to modulate muscle growth. This pathway also offers prospects for the precise manipulation of BMP signaling in muscle. BMPs and their canonical receptors are ubiquitous, and manipulating them leads to unwanted side effects; in contrast, MuSK expression is highly enriched in muscle. Moreover, the MuSK ectodomain would be accessible to manipulation by therapeutic antibodies, while antisense oligonucleotides could promote MuSK-BMP signaling without affecting the role of MuSK in synapse formation. Finally, MuSK levels increase with age in humans and rats [38, 49, 50]. The MuSK-BMP pathway thus emerges as an attractive target for selectively modulating muscle growth and combatting atrophy.

## Materials and methods

### Animals

To target the MuSK Ig3 domain, we deleted exons 6 and 7 using CRISPR-Cas9 (exon numbering according to ENSMUST00000081919; Fig. 1) in C57BL/6 mice sourced from The Jackson Laboratory (JAX). Founder mice carrying the MuSK^∆Ig3^ allele were backcrossed to wild-type (WT) C57BL/6 background mice, and confirmation of germline transmission of the MuSK^∆Ig3^ to progeny was performed by PCR using isolated genomic DNA. PCR for WT and ∆Ig3-MuSK was performed using DreamTaq Green PCR Master Mix (Thermo Scientific) according to manufacturer’s directions using 60 °C annealing temperature and 60-s extension for 33 cycles. WT MuSK primers used were forward: TGGGCACTCAATCCAGCAG and reverse: TGGCTAAGCAAGGCAGGAC. ∆Ig3-MuSK primers used were forward: TGGGCACTCAATCCAGCAG and reverse: TGGTATCCATCACTTGAACAAG. Offspring were backcrossed to WT C57BL/6 for several generations. Mice of 3 months of age were used for all experiments. All protocols were conducted under accordance and approval of the Brown University Institutional Animal Care and Use Committee.

### Generation of immortalized ΔIg3-MuSK myogenic cell lines

WT and ∆Ig3-MuSK mice were crossed with the H-2 Kb-tsA58 transgenic Immortomouse mouse line (JAX cat. no. 032619), and immortalized myoblast cell lines were established as described previously [51, 52]. Myoblasts were isolated from postnatal day 2–3-old pups, and cells were subcloned on Matrigel for 1–2 passages and then moved to gelatin-coated plates for all future passages [53]. Only clones that were WT and ∆Ig3-MuSK homozygous and containing the H-2 Kb-tsA58 transgene were maintained. Cells were cultured at 33 °C in 8% CO_2_ in Dulbecco’s modified Eagle’s medium supplemented with 20% fetal bovine serum, 2% L-glutamine, 1% penicillin–streptomycin, 1% chicken embryo extract, and 1 U of γ-interferon. For primary cultures, myoblasts were isolated as described previously [53] and maintained in growth media consisting of Iscove’s modified Dulbecco’s medium (IMDM) containing 20% FBS, 1% CEE, and 1% penicillin–streptomycin and differentiated in IMDM supplemented with 2% horse serum and 1% penicillin–streptomycin when myoblasts reached 70% confluency. For BMP4 treatments, cells were serum starved 5 to 6 h (myoblasts) or were maintained in low-serum differentiation conditions for 24–48 h (myotubes) and then treated with 20–25 ng/ml recombinant human BMP4 protein (R&D Systems, cat. no. 314-BP). For acetylcholine receptor clustering experiments, primary myoblasts were isolated and differentiated into myotubes as in [53]. Myotubes were stimulated with 10 units of agrin (R&D Systems, cat. no. 550-AG) for 16 h and stained with rhodamine-conjugated α-bungarotoxin (Thermo Fisher, cat. no. T1175) at 1:2000. AChR clusters were counted as previously described [54].

### Histology, immunohistochemistry, and immunocytochemistry

Muscles were flash frozen in freezing isopentane, embedded in optimum cutting temperature media, and cryosectioned at 10 µm. For histological analysis, sections were stained with hematoxylin and eosin. To delineate muscle cell membrane and ECM, sections were stained with wheat germ agglutinin (WGA; Themo Fisher cat. no. 11261) conjugated to Alexa Fluor 488 in accordance with Treat-NMD standard operating procedures (SOP ID MDC1A_M.1.2.002). For muscle fiber sizing experiments, sections of WT and ∆Ig3-MuSK TA and soleus muscles were rehydrated and blocked in 20% goat serum then incubated with anti-dystrophin diluted to 1:400 overnight and detected with goat anti-rabbit IgG Alexa Fluor 488 (Invitrogen, cat. no. 11034) secondary antibodies. To identify types I and IIa muscle fibers, a cocktail of anti-dystrophin and mouse IgG1 monoclonal SC-71 (type IIa) or IgG2b BA-D5 (type I) was used at 1:100 and detected with fluorescent serotype-specific secondaries. Fiber sizes were measured using the open-source QuantiMus plug-in [55]. Muscle sections were stained for MuSK using an IgG4 serum fraction (1:1000) from MuSK myasthenia gravis patients containing MuSK autoantibodies targeting the MuSK Ig1 domain [56] (a gift from M. Huijbers, Leiden University). Sections were fixed with 1% PFA, washed, and blocked with 2% BSA and 5% goat serum in PBS. Serum was diluted 1:1000 in 1/10 block overnight at 4 °C and detected using goat anti-human IgG Alexa Fluor 555 (Invitrogen) diluted 1:1000 and counterstained with Alexa Fluor488-conjugated α-bungarotoxin (Thermo Fisher, cat. no. 11013) at 1:1000. WT and ∆Ig3-MuSK myoblasts were stained for phospho-Smad1/5 (Ser463/465; CST no. 9516) according to the manufacturer’s protocol. For MuSK staining in cells, unpermeabilized myoblasts were fixed in 1% PFA and immunolabeled with human anti-MuSK monoclonal antibodies targeting the MuSK Ig2 domain (a gift from K. O’Connor, Yale University [57], and detected with goat anti-human IgG AlexaFlour 555 (Thermo Fisher, cat. no. A-21433). For myosin heavy chain staining of myotubes, cultures were fixed and permeabilized with ice-cold methanol, blocked with 2% BSA, incubated with anti-pan myosin heavy chain A4.1025 (Developmental Studies Hybridoma Bank; contributed by H.M. Blau), and followed by Alexa Fluor488-conjugated anti-mouse secondary antibody.

Images were acquired on a Nikon Ti2-E inverted microscope equipped with a Photometrics Prime 95B sCMOS camera for fluorescence imaging and a 16-megapixel Nikon DS-Ri2 color camera for imaging histology slides. Confocal z-stack images were obtained using a Zeiss 800 LSM laser scanning microscope equipped with a USRB laser module and GaAsP detectors. When comparing fluorescence levels, all images were acquired on the same session and imaging parameters. Images were processed using ImageJ (NIH).

For collagen, immunostaining sections were incubated with the primary antibody rabbit anti-Collagen 1 alpha 1 as described above. For quantification of fluorescence intensity, we used ImageJ to manually trace the periphery of myofiber and measured the mean intensity of Collagen1 α1. Background intensity was acquired from the center of the same myofiber bearing the edge. The mean intensities of Collagen 1 alpha 1 minus the background of C57BL/6 and ΔIg3-MuSK soleus muscles were compared with an unpaired *t*-test in Prism. Three segments of different myofibers were analyzed for five sections of C57BL/6 and ΔIg3-MuSK soleus muscles (*n* = 6).

For visualization of NMJs in whole mount preparations, muscles were collected and pinned at resting length for removal of connective tissue, fixed in 4% PFA for 20 min, fileted into bundles, washed with PBS 3 × 10 min, and labeled with tetramethylrhodamine-conjugated ⍺-bungarotoxin (1:40, Invitrogen T1175) for 15 min at room temperature. After washing, muscles were incubated in methanol at − 20 °C for 5 min. Following washing tissue was blocked for 1 h in 0.2% Triton X-100 with 2.0% bovine BSA in PBS and then incubated with primary antibodies (rabbit anti-neurofilament; 1:2000, Sigma-Aldrich AB1987) and rabbit anti-VAChT (1:500, Synaptic Systems, cat. no. 139103) overnight with gentle agitation at 4 °C. Muscles were washed 3 × 10 min and incubated in Alexa Fluor goat anti-rabbit 488 (1:200, Invitrogen A11008) for 4 h and mounted in VECTASHIELD Mounting Medium with DAPI (Vector H-1200–10). Slides were blinded before imaging. Images were obtained using a Zeiss LSM 800 confocal microscope using a 40 × objective with optical sections taken at 2-µm intervals, using Zeiss Zen Blue software. NMJ morphometry was assessed using the aNMJmorph macro [58]. Innervation was assessed by comparing the percentage of AChR overlapped by presynaptic staining, normalized to WT overlap.

### Western blotting

Western blotting was performed independently in two laboratories. For site 1 (Figs. 2 and 7), samples were homogenized in ice-chilled RIPA buffer (ThermoFisher), cOmplete® EDTA-free protease and phosphatase inhibitor cocktail (Roche) supplemented with 1-mM sodium orthovanadate, 10-mM sodium fluoride, and 1-mM EDTA. Homogenates were centrifuged at 10,000 × g for 10 min at 4 °C. Total protein concentration of clarified supernatants was determined using the Bradford reagent (ThermoFisher) and BSA standard (ThermoFisher). Equal amounts of protein were separated by SDS-PAGE using 4–15% gels (Bio-Rad) and transferred to nitrocellulose membranes using a tank transfer system. Total protein loading for transfer efficiency and normalization was assessed using no-stain protein labeling reagent (Invitrogen). Membranes were blocked in 5% nonfat dry milk and probed with primary antibodies overnight according to manufacturer’s recommended protocols. All primary antibodies used were rabbit monoclonals obtained from Cell Signaling Tech: phospho-Smad1/5 (Ser463/465) (#9516), total Smad1 (D5957, #6944), phospho-4E-BP1 (Thr37/46) (236B4; #2855), and total 4E-BP1 (53H11, #9644). Primary antibodies were detected with goat anti-rabbit Fc fragment-specific HRP-conjugated IgG (Jackson ImmunoResearch, cat. no. 111–035-046) used at 1:5000. Membranes were visualized by chemiluminescence and under Epi-Blue to visualize total protein no-stain labeling using a ChemiDoc MP imaging system (Bio-Rad). Densitometric analysis was performed using ImageLab software (Bio-Rad).

For site no. 2 (Supp. Fig. S6), the method was as described previously [59]. Briefly muscle was homogenized in 80 mL of buffer containing 50-mM Tris (pH 7.5), 150-mM NaCl, 10-mM MgCl2, 0.5-mM DTT, 1-mM EDTA, 10% glycerol, 2% SDS, 1% Triton X-100, Roche Complete Protease Inhibitor Cocktail, and Roche Phospho-Stop Phosphatase Inhibitor Cocktail. Lysates were incubated at 70 °C for 10 min and then centrifuged at 13,500 rpm for 15 min at 4 °C, and protein concentration was measured using BCA Protein Assay Kit (Pierce). Fifty milligrams of the lysate was run on a precast 4–12% SDS polyacrylamide gel (Invitrogen, NW04122BOX). After transfer, nitrocellulose membrane blocking was performed in 5% nonfat dry milk for 1 h at room temperature followed by the primary antibody incubation over night at 4 °C. Secondary antibody incubation was performed for 1 h at room temperature. Detection was performed using Immobilon Classic Western HRP Substrate (Millipore, WBLUC0500) using the UVITEC ATOM imaging system. Antibodies are as follows: Cell Signalling pAKT (S473; Ref. 4060), P-S6 (S240/244; Ref. 5364), S6 (Ref. 2217), AKT (Ref. 9272), p4E-BP1 and 4E-BP1 as above, and Abcam GAPDH (Ref. 8245). Images were quantified using ImageJ software, and data were normalized by Ponceau total protein.

### Quantitative RT-PCR

Total RNA from snap frozen muscles and cells stored in RNAlater (Invitrogen) was isolated using the RNeasy Fibrous and RNeasy Mini Kit (Qiagen), respectively, and DNase I treated according to manufacturer’s protocol. cDNA from total RNA was reverse transcribed using SuperScript III cDNA Synthesis Kit (Invitrogen) and analyzed by quantitative RT-PCR using TaqMan assays (Applied Biosystems) targeting MuSK (Mm00437762_m1), Wnt11 (Mm00437327_g1), Car3 (Mm00775963_g1), and Id1 (Mm001281795_m1). Data was analyzed by ∆∆Ct method using villin-like (Mm00457074_m1) and 18S (Hs99999901_s1) reference genes for muscle and cultured cells, respectively, which were expressed in at comparable levels in the WT and ∆Ig3-MuSK samples (see Supp. Fig. S7).

### RNA-seq analysis

Total RNA from WT and ∆Ig3-MuSK mouse soleus and TA was extracted using a RNeasy Fibrous Tissue Mini Kit (Qiagen) for non-stranded RNA library preparation and sequencing (Genewiz). Samples were sequenced at a depth of approximately 50 million reads/sample. Reads were assessed for quality and trimmed of adapter sequences using Trimmomatic and then aligned with GSNAP to the Ensembl mouse reference genome (mm10), and read count matrices were generated using htseq-count. WT and ∆Ig3-MuSK read count matrices were uploaded to the integrated Differential Expression and Pathway (iDEP) analysis tool for exploratory data analysis, differential gene expression using DEseq2, and gene set enrichment pathway GO analysis [60]. Genes with a 1.2 minimum fold change and 0.05 false discovery rate (FDR) were considered as differentially expressed. Gene set enrichment analysis was performed in a cutoff-free manner with GSEA to screen for “enriched” MSigDB GO and canonical pathway annotation gene sets [61]. Pathways with an adjusted *p*-value of < 0.05 were considered for further analysis. The raw datasets are deposited in GEO GSE212352.

### Statistical analysis

The average of biological replicates is shown as mean ± SEM. Experiments were replicated two to three times as indicated. Statistical comparisons between groups were performed using two-way ANOVA and unpaired Student’s *t*-test when comparing multiple groups or two groups respectively. ANOVA analyses were corrected by post hoc test as indicated. Significance was determined as *p* < 0.05 (***p < 0.001, **p < 0.01, *p < 0.05).

### Supplementary Information

**Additional file 1: Supplementary Fig. S1.** Immortalized WT or ∆Ig3-MuSK  myoblasts were cultured in differentiating conditions for 3 days. The cultures were labeled with the pan-skeletal muscle myosin anti-MyHC (green; see “Methods”) and DAPI as described in methods. Note that ∆Ig3-MuSK cells differentiated into multi-nucleated myotubes that expressed MyHC. **Supplementary Fig. S2.** Supporting data for Western Blot in Fig. 2D showing total protein visualized using the No-Stain reagent (see “Methods”). **Supplementary Fig. S3.** Agrin-induced AChR clustering is comparable in WT and ∆Ig3-MuSK myotubes. WT and ∆Ig3-MuSK cultured primary myotubes were treated with agrin for 16 hr. (A) Visualization of AChR distribution. AChR clusters are denoted by arrows. (B) Quantification of AChR clusters. The agrin response was comparable in WT and ∆Ig3-MuSK  myotubes (two-way ANOVA with Bonferroni’s multiple comparisons). **Supplementary Fig. S4.** Increased type I collagen levels in ∆Ig3-MuSK soleus. Sections of 3-month-old soleus muscle from WT and ∆Ig3-MuSK  were stained with antibodies to Type I Collagen (red) and DAPI (blue). (A) Imaging. Note the increase in interstitial collagen levels in the mutant muscle compared to WT. (B) Quantification showed that Type I collagen levels were increased by 49% in the ∆Ig3-MuSK soleus (577.6 ± 33.7, *n*=47 and 860.6 ± 37.3, *n*=45 in WT and ∆Ig3-MuSK respectively, ****p< 0.0001, unpaired t-test; *n*=6 muscles per genotype; 5-6 sections/muscle. **Supplementary Fig. S5.** Supporting data for Western Blot in Fig. 7A (Soleus) and 7B (TA) showing total protein staining (Ponceau).  **Supplementary Fig. S6.** P-S6 and p4EBP1 are down-regulated in ∆Ig3-MuSK soleus. Homogenates of  3-month-old soleus muscle from a different cohort of mice than used in Fig. 7 (see “Methods”) were separated by SDS-PAGE and probed with the indicated antibodies to phosphorylated (‘p’; A) or unphosphorylated (B) 4EBP1, S6, or Akt.  Both blots were probed for GAPDH as a loading control. Total protein (Ponceau stain; C,D) of the same blots obtained prior to the antibody incubations (*N*= 5 WT and 5 ∆Ig3-MuSK mice, * *p*<0.05). Note that the levels of both p4EBP1 and P-S6 were downregulated in the ∆Ig3-MuSK soleus.  **Supplementary Fig. S7.** Expression levels of the reference genes used for qRT-PCR for myoblasts (A; 18S ribosomal RNA); and for soleus (B) and EDL (C) muscles (Villin-like mRNA). Note the comparable expression between genotypes. 

**Additional file 2: Table S1.** Differentially-expressed genes in WT and ∆Ig3-MuSK TA. **Table S2.** Differentially-expressed genes in WT and ∆Ig3-MuSK Soleus. **Table S3.** GO terms for ∆Ig3-MuSK soleus and TA. **Table S4.** Dysregulated Akt-mTOR pathway genes in the soleus compared to TA. **Table S5.** Atrogenes expression in WT and ∆Ig3-MuSK soleus and TA muscle.

## Data Availability

The raw RNA-seq datasets are available in GEO GSE212352. Access to other primary data and experimental resources will be available on request.

# Supplementary material for: The MuSK-BMP pathway maintains myofiber size in slow muscle through regulation of Akt-mTOR signaling
**Source:** Skelet Muscle. 2024 Jan 3;14:1. doi: 10.1186/s13395-023-00329-9
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Differentially-expressed genes in WT and ∆Ig3-MuSK TA. Table S2. Differentially-expressed genes in WT and ∆Ig3-MuSK Soleus. Table S3. GO terms for ∆Ig3-MuSK soleus and TA. Table S4. Dysregulated Akt-mTOR pathway genes in the soleus compared to TA. Table S5. Atrogenes expression in WT and ∆Ig3-MuSK soleus and TA muscle.

**Supplemental Table S4**

**IGF1-Akt-mTOR genes selectively dysregulated in ΔIg3-MuSK soleus**

|  | **SOL** | **TA** |
| --- | --- | --- |
| ***Gene*** | ***Adj p-value*** | ***Adj p-value*** |
| **Igf2bp2** | **0.015** | NA |
| **Igfbp2** | **0.031** | NA |
| **Igf1** | **0.032** | 0.32 |
| **Txnip** | **0.043** | 0.31 |
| Gm15441^*^ | 0.051 | 0.59 |
| Irs2 | 0.055 | 0.12 |
| Rhebl1 | 0.060 | NA |
| Irs1 | 0.064 | 0.38 |

*lncRNA antisense to Txnip

**Bold: p <0.05**

How the deposited data were processed for this re-analysis (not part of the article)

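RNA-seq was done on the TA and soleus of 3-month-old WT and ∆Ig3-MuSK mice, with 9 libraries in each of the 4 groups and 36 in all. The libraries were made without strand information, and each holds the RNA of a single muscle sample. The authors trimmed adapters with Trimmomatic, aligned the reads to the mm10 mouse genome with GSNAP and counted reads per gene with htseq-count. They deposited the resulting counts, as whole numbers without normalization or a gene filter, in 2 tables of Ensembl gene IDs, one for each muscle. The paper's text does not name the annotation release or the counting mode. Symbols were found for 51633 of the IDs, and coordinates and exon overlaps were taken from an annotation of GRCm38, the assembly that mm10 names. Where the exons of genes on opposite strands overlap, such reads cannot be assigned by strand.

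The condition of each library came from its label. The replicate numbers are those given in the labels. WT and ∆Ig3-MuSK libraries that share a replicate number carry different label numbers, so they are different animals. Every ∆Ig3-MuSK label number is lower than every WT one, and what the order of the numbers stands for is not given. No test here separates genotype from that order. For 8 WT and 8 ∆Ig3-MuSK label numbers there is a TA and a soleus library with the same number. The paper's legend gives 1 muscle per animal, and the fits for each muscle did not use the shared numbers. All deposited libraries were used, and 0 columns of other samples were present.

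The total counts ranged from 43492062 to 78660422 per library. At these depths counting error was small for most genes tested, and the standard errors given reflect the spread among 9 animals per group. Genes such as Igfbp2 in the TA, with 8 to 25 counts per library, carry counting error of their own.

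Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Within each muscle, genes were kept with filterByExpr (minimum count 10, minimum total count 15), counts were scaled with TMM factors, and the genotypes were compared with glmQLFit and glmQLFTest without covariates. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and at least a 1.2-fold change. The paper used DESeq2 in the iDEP tool with the same limits. The genotype-by-muscle interaction was tested in a single quasi-likelihood fit over the 36 libraries. Values in CPM are counts scaled to a common library size with the TMM factors of that muscle, so levels of a gene in the TA and the soleus are scaled separately. Log2 CPM for the principal components and the shares of variance used a prior count of 2, and their p-values are exact over the 24310 splits, or 48620 assignments, of 18 libraries into groups of 9.

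The 188 GO terms of Table S3 were tested with fgsea 1.28.0 on genes ranked by the signed square root of the quasi-likelihood F, with sets of 10 to 2000 genes. Members were taken from the text of Table S3, which gives 25.8% of the genes it counts. Of 11966 memberships listed there, 11892 matched an ID. The paper ran its own enrichment in iDEP on complete gene sets, which were not used here.

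The text names Musk, the 9 genes of the IGF1-Akt-mTOR list, 3 collagen genes, Fbxo32, Trim63, called genes of the atrogene, BMP and circadian clock lists, and in each muscle the 3 upregulated and 3 downregulated called genes with the smallest adjusted p. GO terms are those the paper's results name, apart from a term that is not reported here. Genes named outside this rule are marked as chosen after their values were seen.

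Alternatives were DESeq2 1.42.0 with and without a filter at 0.5 CPM in at least 1 library, limma-voom (limma 3.58.1) with sample quality weights, robust quasi-likelihood, RLE and upper-quartile factors, no filter on low counts, at least 10 counts in every library, no fold-change minimum, a single fit over the 36 libraries, the replicate number as a block, 1 surrogate variable (sva 3.50.0) and each library left out in turn. For GO terms they were camera with an inter-gene correlation of 0.01 or an estimated one, fry, a normal test that takes genes as independent, and other ranking statistics. The variance shares were recomputed on the 1000 most variable genes, with DESeq2's variance-stabilizing transformation and with a prior count of 4. Rankings by absolute log2 fold change were added after the data were seen.

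The procedures were tested on counts simulated from the real means and library sizes, with 200 genes changed by 1 on the log2 scale. Of these, edgeR's quasi-likelihood test recovered 96.5% among 19309 genes, and 3.02% of its calls were genes that had not been changed. With no gene changed it called 0 of 19291 genes. The interaction test recovered 93% of 200 changed genes among 19439. Each of the set tests recovered the raised and the lowered set and called 0 of the random sets among 42. The genes were simulated independently of one another, and only genes of at least 1 CPM were changed. The simulation therefore does not test the set tests on genes that move together, as those of a GO term do. Recovery of smaller changes was not tested either, and the called soleus genes had a median absolute log2 fold change of 0.515.

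Correlations across libraries were tested with 100000 random permutations within genotype. Splits of the libraries that part every same-numbered pair number 256; 60 of them were refitted for each muscle and 40 for the interaction, the real one included. Results that use qPCR, histology or Western blots were not analysed here.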

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

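Of the tests in this part, the one of the direction of the clock genes the counts of splits for the clock score and the immediate early score, and the relation of the called genes to the brain score were chosen only after the result was seen. The sign used in relating the called genes to the immediate early score was also corrected after its first result was seen.

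Each group of 9 libraries was searched for a single library lying apart from the other 8, by Dixon's test of the gap to the nearest library against the range of the group. The library totals, TMM factors, shares of the most counted genes, PC scores and log2 CPM of the named genes made 148 groups of values. A library lay apart in 14 of them, and chance gives about 7.4. In WT TA replicate 9, the PC2 score was −29 where the other 8 lay between −8.90 and 9.77, and the log2 CPM was 7.15 for Irs1 (others 6.01 to 6.26), 8.18 for Col1a1 (others 6.30 to 7.25), 8.25 for Col1a2 (others 6.96 to 7.59) and 8.58 for Col3a1 (others 7.40 to 7.93). These 5 values come from the same library and are not independent. Its total of 70962575 counts lay within the range of its group. Without it, the log2 fold changes in the TA moved from 0.04 to 0.24 for Col1a1 and from −0.19 to −0.02 for Irs1, and those of Col1a2 and Col3a1 became positive, at 0.10 and 0.08, with adjusted p-values of 0.251 or more for the 4 genes. In ∆Ig3-MuSK TA replicate 3, the PC1 score was 15.4 where the other 8 lay between −21.4 and −6.79, and the log2 CPM of Musk was 1.95 (others 1.35 to 1.61). That PC1 score lay within the range of the 9 WT libraries, and without this library the log2 fold change of Musk in the TA was −0.52. The WT range was wide, from −12.0 to 73.9, and ∆Ig3-MuSK TA replicate 7 at −6.79 lay within it too. WT TA replicates 3 and 5 scored 50.6 and 73.9, where the other WT libraries reached 14.9. A search for a single library lying apart does not flag such a pair. The reads of exons 6 and 7 were not counted separately, so the values do not settle whether this library carries its label's genotype. The log2 CPM of Txnip was 7.52 in ∆Ig3-MuSK TA replicate 5 (others 8.38 to 9.26), and that of Dbp was 5.99 in ∆Ig3-MuSK TA replicate 7 (others 6.54 to 6.87). In WT soleus, 1 library lay apart for each of 3 genes: replicate 2 for Igf1 (3.33, others 3.83 to 4.24), replicate 7 for Col3a1 (9.51, others 7.36 to 8.27) and replicate 6 for Gstt2 (0.99, others 1.504 to 1.92). In ∆Ig3-MuSK soleus, replicate 8 lay apart for Igf1 (2.65, others 3.28 to 3.91) and Col1a1 (5.48, others 6.67 to 7.88). The change of Igf1 in the soleus had an adjusted p of 0.0326 without WT replicate 2 and of 0.1 without ∆Ig3-MuSK replicate 8. Without the library that lay apart, the log2 fold changes in the soleus moved from −0.70 to −0.40 for Col3a1 (adjusted p from 0.133 to 0.236), from −0.97 to −0.84 for Col1a1 (from 0.0832 to 0.0907) and from 0.44 to 0.38 for Gstt2 (from 0.0605 to 0.0919). The labels give a single library no condition of its own, so no biological explanation was tested for these libraries.

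The genotype effect differed between the muscles for 7 of the 32 named genes when the interaction test was adjusted over those 32 genes. As the difference in log2 fold change, soleus minus TA, the values were 0.47 for Bhlhe41 (whose exons overlap those of Gm43909 by 1280 bp on the opposite strand), −1.18 for Irs2, −0.44 for Eng, 0.85 for Txnip, −0.48 for Tspan18, 0.74 for Gm15441 and −0.99 for Col1a1, with adjusted p-values between 0.00721 and 0.0339. Adjusted over all 20841 genes, their p-values lay between 0.0978 and 0.107, and none passed. Bhlhe41, Eng and Tspan18 were named because they were called in the soleus, so a larger change there was part of their choice. Txnip and Gm15441 are not separate observations. Their exons overlap on opposite strands, and within genotype the genes rose and fell together, with r no lower than 0.933 in either muscle (permutation p = 0.00019 in the TA, Spearman rho 0.736). In the soleus r was 0.978 and rho 0.971 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Without the 2 farthest libraries, r was 0.67 in the TA and 0.961 in the soleus. Reads shared between the overlapping genes remain a candidate explanation for the change of Gm15441. With all genes counted rather than the named ones, 5193 had an unadjusted interaction p under 0.05, and of 40 splits of the libraries only the real one gave as many.

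Of the 188 GO terms of Table S3, 117 had a genotype effect that differed between the muscles, ranked by the interaction term. Other splits of the same libraries gave many such terms too, a median of 47 and at most 145. Of 40 splits, 7 gave as many as the real one, the real one included. The number of terms can therefore not be told apart from that of a random grouping of the libraries. Genes of one term move together within a library, and the enrichment test takes them as independent draws from the ranking.

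The paper's text does not discuss genes of the circadian clock, though Table S3 lists circadian rhythm as a term. Of 19 clock genes tested, 1 passed the threshold in the TA (Dbp) and 11 in the soleus, with 10 passing in the TA and 13 in the soleus when the adjustment was made over the list. A clock score, computed from 15 of these genes whose phases are opposite in 2 groups, was higher in ∆Ig3-MuSK by 1.89 in the TA (exact permutation p = 0.000165) and by 2.6 in the soleus (exact permutation p = 8.23e-05). Of 9 ∆Ig3-MuSK libraries, 7 in the TA and 8 in the soleus lay above the highest WT library. Of the 24310 splits of 18 libraries, 4 gave a difference as large in the TA, the muscle with more such splits. The fewest of the 15 genes moving as a single shift of phase gives was 13, in the TA, and in the soleus it was 15. Over 16 label numbers that a TA and a soleus library share, the clock scores of the muscles were related within genotype (r = 0.848, permutation p = 0.00024, Spearman rho 0.682, permutation p = 0.00614, and r = 0.728 without the 2 farthest). That r was 0.876 within WT and 0.833 within ∆Ig3-MuSK. Clock phase thus differed among animals of a genotype as well as between genotypes. The paper's text does not name the time of day at which muscles were taken. A different time of collection for WT and ∆Ig3-MuSK mice is a candidate explanation, and so is an effect of genotype on the clock, and the counts do not separate them. The label numbers of all ∆Ig3-MuSK libraries are lower than those of all WT libraries. A difference that follows these numbers therefore cannot be told apart from one of genotype. Of 174 other genes called in the soleus, 130 followed the clock score within genotype in the direction of their genotype effect, where a median of 86 did so with permuted scores (permutation p = 0.118). A shift of phase was therefore not shown to account for the other soleus calls.

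All 10 immediate early genes tested were lower in the ∆Ig3-MuSK soleus, 5 of them with an adjusted p under 0.05 over the list and 1 (Egr3) over all genes. The score of the 10 genes was lower by a difference of −0.81 (exact permutation p = 0.0132), and 322 of the 24310 splits gave a difference as large. The difference in the TA was −0.19 (exact permutation p = 0.602). These genes respond within minutes to handling, so the time between death and freezing is a candidate explanation beside an effect of genotype, and the labels record neither. Of the 184 other genes called in the soleus, 169 followed this score within genotype in the direction of their genotype effect, where a median of 92 did with permuted scores (permutation p = 0.0059). A gene was counted as following when its relation to the score within genotype, together with the lower score in ∆Ig3-MuSK, gave the direction of its genotype effect. The called genes thus vary together with the immediate early genes among libraries of a genotype, and a difference in the handling of the muscles remains a candidate explanation for the soleus calls as a whole.

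Of 20 brain marker genes, 16 were tested in the soleus, and 7 had an adjusted p under 0.05 over the list, all of them higher in ∆Ig3-MuSK. None of these 16 passed over all genes (smallest adjusted p 0.0525), and 9 had an unadjusted p under 0.05. Genes of neurons and glia outside this list, named after their values were seen, are among the 71 genes called higher in the soleus, such as Gfap (log2 fold change 0.86), Syt1 (0.84), Mobp (0.81) and Gad1 (0.93). After leaving out genes that Table S2 lists, the score of the 13 remaining genes was higher in ∆Ig3-MuSK soleus by 0.579 (exact permutation p = 0.0295), with 9 of 13 genes higher and 7 of 9 libraries above the WT mean. In the TA, 4 of 14 were higher (exact permutation p = 0.673). Within genotype, 65 of the 71 genes called higher followed the score of the 13 genes in the direction of their genotype effect, where a median of 35 did with permuted scores (permutation p = 0.021). The score of Schwann cell markers, which nerve tissue would bring, did not differ in the soleus (score difference 0.221, exact permutation p = 0.423). Of its 8 genes, 7 were higher in ∆Ig3-MuSK, and 2 had an adjusted p under 0.05 over the list, 1 higher and 1 lower. RNA from brain or other neural tissue in some samples is a candidate explanation for these genes and for the genes called higher in the soleus, and an effect of genotype is not separated from it.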

How the results depend on the processing

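For the results in this part, the comparisons, their tests and the alternatives were chosen before the data were examined. The rankings and tests by absolute log2 fold change are the exception and were added after seeing the data. Tests of the other parts that were chosen after a result was seen are named there. Over 22 results, the alternatives gave 234 values. Of these, 135 stayed on the same side of the threshold or within 1.5 times the count, 70 were larger, 22 were smaller, 6 moved and 1 reversed. The causes of the changes were not tested unless a cause is given. The genotype shares of variance kept their side of the threshold under all 4 alternatives. The median log2 fold change of all genes lay within 0.1 of 0 under each fit.

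With DESeq2's Wald test, 169 genes were higher and 68 lower in the TA, 165 higher and 324 lower in the soleus (a ratio of 2.06), and 16 higher and 12 lower in both. These included all 3 TA genes and all 185 soleus genes called with edgeR. DESeq2 also called 1 IGF1-Akt-mTOR gene in the TA and, in the soleus, 4 IGF1-Akt-mTOR genes, 2 atrogenes and 3 BMP pathway genes, and it called 1099 genes for the interaction. With at least 0.5 CPM in 1 library as its filter, DESeq2 called 172 and 66 genes in the TA, 158 and 328 in the soleus (ratio 2.04) and 16 and 12 in both, with 1 IGF1-Akt-mTOR gene in the TA and 4 in the soleus, 2 atrogenes and 3 BMP pathway genes in the soleus. limma-voom with quality weights called 120 and 30 genes in the TA, 263 and 390 in the soleus (ratio 4.35) and 13 and 9 in both, with 1 IGF1-Akt-mTOR gene in the TA, and 3 IGF1-Akt-mTOR genes, 3 atrogenes and 2 BMP pathway genes in the soleus.

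One fit over 36 libraries called 485 genes higher and 207 lower in the TA and 119 and 193 in the soleus, with 12 and 9 in both, so that the ratio reversed to 0.451. It also called 1 IGF1-Akt-mTOR gene and 4 atrogenes in the TA, and 4 IGF1-Akt-mTOR genes, 1 atrogene and 2 BMP pathway genes in the soleus. Of the 12 fits, 11 called more genes in the soleus than in the TA.

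Other normalization and filters moved mainly the small TA counts. Upper-quartile factors gave 6 genes higher and 1 lower in the TA (ratio 27.3) and 4 higher in both. With no filter on low counts, 8 were higher and 2 lower in the TA (ratio 14.1) and 5 higher in both. Robust quasi-likelihood, RLE factors and the absence of a fold-change minimum left the counts of genes within 1.5 times. At least 10 counts in every library gave 4 genes with an interaction. Igfbp2 in the TA was not tested under that filter or with DESeq2 at 0.5 CPM. With 1 surrogate variable, 21 genes were higher and 16 lower in the soleus (ratio 18.5), 34 of them among the 185, and 0 BMP pathway genes were called there, with 3 at an unadjusted p under 0.05.

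With the replicate block, 0 genes were higher and 0 lower in the TA (1658 and 575 at an unadjusted p under 0.05 and at least a 1.2-fold change), 256 were lower in the soleus, 0 were higher in both (97 at an unadjusted p under 0.05), 2 IGF1-Akt-mTOR genes, 2 atrogenes and 2 BMP pathway genes passed in the soleus, and 1 GO term was lower in both. No ratio could be computed. Libraries with the same replicate number are different animals and did not deviate together (r = 0.0264 in the TA, permutation p = 0.665, and 0.043 in the soleus, permutation p = 0.388).

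When the adjustment was made over the list alone, 1 IGF1-Akt-mTOR gene and 4 atrogenes passed in the TA, and 8 IGF1-Akt-mTOR genes, 4 atrogenes and 3 BMP pathway genes in the soleus. Table S4 drew its IGF1-Akt-mTOR genes from changes in these same soleus libraries, so their count there is not an independent test. The smallest adjusted interaction p over all genes was 0.0652. It lay between 0.00576 and 0.0779 over the alternatives, and limma-voom with the shared label number as a random block called 9 genes.

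The counts of GO terms moved with both the set test and the ranking. In the TA, the 35 terms lower and 22 higher became 6 and 0 with 1 surrogate variable, 0 and 0 with camera and an estimated inter-gene correlation, and 0 and 0 with fry (at an unadjusted p under 0.05, 0 and 0 with camera, and 31 and 5 with fry). The number higher was 13 with camera at an inter-gene correlation of 0.01, 8 with a normal test that takes genes as independent and 10 when ranked by log2 fold change. The 1 term higher in both muscles was lost (0) with 1 surrogate variable, with camera under either correlation and with fry. The number lower in both, 0, was 16 with 1 surrogate variable, 11 with the normal test, 9 when ranked by log2 fold change and 7 when ranked by the DESeq2 Wald statistic. Ranked by absolute log2 fold change, 30 terms were lower and 50 higher in the soleus, 0 lower and 1 higher in the TA and 2 lower in both, and the normal test of absolute log2 fold changes gave 44, 50, 0, 1 and 6. Terms in the soleus that pass in their listed direction stayed at 0 under each of the other alternatives.

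The named genes in each muscle made 64 pairs with 702 values under the alternatives, of which 609 were on the same side, 75 passed only under the alternative, 9 lost a pass and 9 changed sign. The 9 were small changes. In the TA they were Rheb (0.047), Col1a1 (−0.20), Fbxo32 (0.023) and Eng (−0.13) with 1 surrogate variable, Col1a2 (0.069), Col3a1 (0.036) and Eng (−0.014) with limma-voom with quality weights, and Col1a2 (0.00081) with the replicate block. In the soleus it was Fbxo32 (−0.020) with 1 surrogate variable.

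Leaving out each library in turn, in 18 fits per muscle, gave from 3 to 8 genes higher and from 0 to 3 lower in the TA, and from 14 to 233 higher and from 8 to 369 lower in the soleus, with 22 genes without WT soleus replicate 5 and 602 without WT soleus replicate 1. The ratio ran from 7.33 to 201. Genes higher in both ran from 2 to 4 and lower in both from 0 to 1, IGF1-Akt-mTOR genes from 0 to 1 in the TA and from 0 to 4 in the soleus, atrogenes from 0 to 4 in the soleus and BMP pathway genes from 0 to 2 in the soleus. Atrogenes and BMP pathway genes in the TA stayed at 0. Log2 fold changes in the TA ran from −0.045 to 0.24 for Col1a1, from −0.082 to 0.10 for Col1a2, from −0.10 to 0.080 for Col3a1, from −0.11 to 0.026 for Fbxo32, from −0.031 to 0.067 for Eng, from −0.070 to 0.016 for Bhlhe41 and from −0.12 to 0.030 for Tspan18. Of 1152 values of the named genes with a library left out, 1073 were on the same side, 42 lost a pass, 22 passed only then and 15 changed sign.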

Differences from the paper's values

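The paper's counts of differentially expressed genes were made with DESeq2. For the TA, the paper gives 122 upregulated genes where 3 were called here, and 51 downregulated genes where 0 were called here (2402 were lower at an unadjusted p under 0.05). Among the 12 alternatives set before the data were examined, DESeq2 with and without a filter at 0.5 CPM (172 and 169) and limma-voom with quality weights (120) came within 1.5 times the paper's upregulated count, and both forms of DESeq2 (66 and 68) within its downregulated count. The other alternatives did not. For the soleus, the paper gives 158 upregulated genes where 71 were called here, and 328 downregulated where 114 were. The upregulated count was 158 with DESeq2 at 0.5 CPM, 165 with DESeq2 on its own filter and 119 with one fit over 36 libraries. The downregulated count was 328 and 324 with the same forms of DESeq2, 390 with limma-voom and 256 with the replicate block. The rest of the 12 did not close either gap. Of the fits that each left out one library, the one without WT soleus replicate 1 gave 233 and 369 genes, and in the TA none gave more than 8 and 3.

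The paper's ratio of soleus to TA genes is 2.8, and the value here was 61.7. Of 11 alternatives, DESeq2 (2.06) and DESeq2 at 0.5 CPM (2.04) closed the gap and the others did not. The paper gives 14 genes upregulated and 9 downregulated in both muscles, and 2 and 0 were found here (85 were lower in both at an unadjusted p under 0.05 and at least a 1.2-fold change). DESeq2 (16 and 12), DESeq2 at 0.5 CPM (16 and 12), limma-voom (13 and 9) and one fit over 36 libraries (12 and 9) closed both gaps, and the remaining alternatives did not. DESeq2 at 0.5 CPM called 149 of the paper's TA genes.

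For GO terms in the soleus, the paper's Table S3 lists 44 as downregulated and 51 as upregulated. In the listed direction, 0 and 0 passed here, and 0 and 0 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed these gaps. Scoring by absolute change, chosen after seeing the values, gave 30 and 50 terms when ranked by absolute log2 fold change and 44 and 50 with a normal test. For the TA it lists 65 terms as upregulated where 22 passed here, and no alternative closed that gap. For terms shared by the muscles, Fig. 4C shows about 4 downregulated terms, read by eye, where 0 were lower in both here, and about 6 upregulated terms where 1 was higher in both. Table S3 itself lists 4 terms as lower and 1 as higher in both muscles. For the downregulated terms, the normal test of absolute log2 fold changes, chosen after seeing the values, gave 6, and for the upregulated terms no alternative closed the gap.

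The adjusted p-values of Table S4 and of Musk were smaller in the paper. For Igf2bp2 in the soleus the paper gives 0.015 and the value here was 0.0665. For Igfbp2 the paper gives 0.031 and the value here was 0.0837. For Igf1 the values were 0.032 in the paper and 0.0903 here, and for Txnip 0.043 in the paper and 0.0829 here. For Gm15441 they were 0.051 in the paper and 0.0885 here, for Irs2 0.055 in the paper and 0.0933 here, for Rhebl1 0.060 in the paper and 0.0969 here, and for Irs1 0.064 in the paper and 0.123 here. For Musk in the soleus the paper's Table S2 gives 0.0397 and the value here was 0.0978. Of 11 alternatives set before the data were examined, both forms of DESeq2 came within 1.5 times the paper's value for each of these genes. limma-voom with quality weights did so for Igf2bp2, Igf1, Txnip, Gm15441, Irs1 and Musk, the replicate block for Txnip, Gm15441, Irs2, Rhebl1, Irs1 and Musk, and one fit over 36 libraries for Igfbp2, Txnip, Gm15441, Irs2 and Rhebl1. The other alternatives among the 11 did not. Over the 11, the adjusted p of Igf1 ranged from 0.0323 to 0.351, that of Igf2bp2 from 0.0141 to 0.151 and that of Musk from 0.0371 to 0.257. Among 18 fits that each left out one soleus library, 0 came within 1.5 times the paper's value for Igf2bp2 (lowest adjusted p 0.0296), 1 did for Igfbp2 and for Igf1, 2 for Musk, 3 for Txnip and Irs1, and 4 for Gm15441, Irs2 and Rhebl1. In the soleus, Rhebl1 had an adjusted p of 0.0395 with limma-voom, the lowest of the 11, against a highest of 0.235.

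The paper states that extracellular matrix, inflammatory and ERK pathways were upregulated in the ∆Ig3-MuSK soleus, with collagen fibril organization among them. Here the scores of these terms were negative: −2.44 for extracellular matrix organization, −1.67 for inflammatory response, −1.68 for ERK1 and ERK2 cascade and −2.58 for collagen fibril organization. Of the 51 terms listed as upregulated, 47 were lower in ∆Ig3-MuSK at an adjusted p under 0.05. The number lower was 48 with the normal test that takes genes as independent, 42 with camera at an inter-gene correlation of 0.01, 10 with 1 surrogate variable and 0 with camera and an estimated correlation or with fry. The paper states that RNA processing pathways were downregulated in the soleus, and here mRNA processing had a score of 0.853 (adjusted p = 0.809), ncRNA processing 1.15 (adjusted p = 0.308) and RNA splicing −0.786 (adjusted p = 0.88). These scores rest on part of the genes of each term, so they do not rule out a change of the full terms. It describes ribosome and mitochondrion terms as downregulated in both muscles. Ribosome biogenesis here had a score of 1.30 and mitochondrion organization 1.88 in the soleus. It describes synaptic signaling terms as upregulated in both muscles, and the soleus score here was −1.01 (adjusted p = 0.548). It describes chromatin organization and histone modification as upregulated in the TA and downregulated in the soleus. For chromatin organization, the score was −1.05 in the TA (adjusted p = 0.516) and 0.837 in the soleus (adjusted p = 0.827). For histone modification, it was 1.05 in the TA (adjusted p = 0.482) and 0.886 in the soleus (adjusted p = 0.741).

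Among genes, the paper's text names Rheb as changed in trend in the soleus, and Rheb had a log2 fold change of 0.05 there (adjusted p = 0.514, from 0.379 to 0.943 over the 11 alternatives). The text gives this trend for the soleus but not for the TA, and Table S4 lists Rhebl1 in place of Rheb. Rhebl1 in the TA had a log2 fold change of 0.50 (adjusted p = 0.0788), and over the 11 alternatives its adjusted p ranged from 0.00191 with DESeq2 at 0.5 CPM to 0.111 with the replicate block.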

Other observations

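Of the tests in this part, those of the TA and soleus libraries that share a label number and of the splits for the extracellular matrix and inflammation sets were chosen only after the result was seen.

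For 8 WT and 8 ∆Ig3-MuSK label numbers there is a TA and a soleus library. Deviations from the group means were correlated between the muscles for the same number, with a mean r of 0.0896 in WT (other numbers −0.0138, permutation p = 0.00107) and 0.191 in ∆Ig3-MuSK (other numbers −0.0162, permutation p = 0.0001). This is consistent with TA and soleus taken from the same animals for these numbers. The interaction fit takes all 36 libraries as independent. With the shared number as a random block in limma-voom, 9 genes had an adjusted interaction p under 0.05.

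The real grouping was compared with other splits that part every same-numbered pair of WT and ∆Ig3-MuSK libraries. Of the 256 such splits, 60 were refitted for each muscle and 40 for the interaction, the real one included. In the other splits each group mixed WT and ∆Ig3-MuSK libraries. For the genes called higher in the TA, 2 of 60 splits gave as many, and another split called up to 10 genes. For the soleus, 1 of 60 splits gave as many genes higher and 1 of 60 as many lower, which is the real one, and no other split drawn called more than 24. The count of genes higher in both muscles was reached in 2 of 60 splits. For BMP pathway genes in the soleus it was reached in 1 of 60 splits, the real one. Where the real count was 0, the comparison shows nothing, since all 60 of 60 splits reach it: genes lower in the TA, genes lower in both muscles, IGF1-Akt-mTOR genes and atrogenes in either muscle, BMP pathway genes in the TA, and, in 40 of 40 splits, genes with an interaction. At an unadjusted p under 0.05, 2 of 60 splits gave as many genes as the real one in the TA and 1 of 60 in the soleus.

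Total counts were higher in the ∆Ig3-MuSK soleus, so all libraries were thinned to the smallest total of their muscle. In the soleus, 173 genes were then called, 163 of them among the 185 called without thinning, so a difference in library size does not account for that count. In the TA, 5 were called, among them the 3 called without thinning, and a count this small is not stable against the number of reads. The 10 most counted genes took a larger share of the counts in the ∆Ig3-MuSK soleus, by 1.34 percentage points (exact permutation p = 0.0464). A few genes taking more of the counts is therefore a difference that accompanies the soleus calls. RLE and upper-quartile factors in place of TMM left 183 and 180 of the 185 genes called. These factors differ little from TMM, and none is a correction for this share, so whether it accounts for the calls was not tested. The called genes also followed the immediate early score within genotype (permutation p = 0.0059). This share and handling at dissection are therefore not ruled out as explanations beside an effect of genotype.

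Musk was lower in both muscles by more than losing exons 6 and 7 gives. The measured log2 fold change differed from the value of −0.13 that the lost exons give by −2.84 standard errors in the TA and −2.28 in the soleus. That value takes the reads as spread evenly over the transcript, which could not be checked from these counts. On that assumption, the deleted exons alone give a smaller drop than the one measured. Whether they account for all of it stays open, and what else lowers the count of this gene was not tested.

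The directions of the soleus GO terms were examined against the paper's set statistics in Table S3. A statistic computed from the signed log2 fold changes had a Pearson r with them across terms of 0.924 over 100 TA terms, and 90 had the same sign. Over 95 soleus terms it was −0.874, and 4 had the same sign. Terms share genes and are not independent. Computed from absolute log2 fold changes, r was 0.952 in the soleus, with 95 of 95 signs alike, and 0.00976 in the TA, with 42 of 100 alike. Within the soleus terms listed as higher and as lower, r was 0.356 and 0.144 with absolute changes and −0.338 and −0.542 with signed ones. Within the TA terms listed as higher and as lower, it was −0.0673 and 0.0536 with absolute changes and −0.242 and −0.111 with signed ones. The r of 0.924 in the TA thus rests on the contrast between the listed directions. With the normal test of absolute changes, 44 of the 44 terms listed as lower and 50 of the 51 listed as higher passed. Sets scored on the size of the change without its sign are therefore the closer candidate explanation by sign and by terms passing, while within the terms listed as lower the signed changes had the larger r in size. Sets scored on WT against ∆Ig3-MuSK (r of −0.874 for signed changes) would leave 4 of 95 terms with the other sign. All 483 genes of Table S2 with a value in the soleus test moved in the direction listed there, so the gene-level directions are not involved.

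Set results were also tested against GC content and gene length, library size and other splits. After the gene statistics were adjusted for GC content and exon length, 45 of the 51 soleus terms listed as higher, among them those of the extracellular matrix and inflammation, were still lower in ∆Ig3-MuSK, and 35 of the 35 terms listed as lower in the TA were still lower. Of the RNA metabolism terms listed as lower in the soleus, 0 passed as lower after that adjustment, as before it, so nothing could be told from them. With all libraries thinned to the smallest total, 47 of the 51 soleus terms were lower. Of 60 splits of the soleus libraries, however, 7 moved as many of these terms in a single direction, the real one included, and another split moved up to 49. For terms lower in the TA, 22 of 60 splits gave as many, and for terms higher in the TA, 20 of 60. For terms higher in both muscles it was 32 of 60. For terms passing in their listed direction in the soleus, and for terms lower in both muscles, the real count was 0 and all 60 of 60 splits reach it. The counts of GO terms in either muscle can therefore not be told apart from a random grouping of the libraries, although the same grouping stands apart in the counts of genes called in the soleus.

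The paper reports more collagen I by immunostaining in the ∆Ig3-MuSK soleus. In the counts, the log2 fold change of Col1a1 in the soleus was −0.97 and that of Col1a2 −0.75, and the 33 tested genes of collagen fibril organization had a median of −0.31. Staining measures protein in the tissue, and the counts measure RNA. The relation between them was not tested.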
